# Asparagine endopeptidase deficiency mitigates radiation-induced brain injury by suppressing microglia-mediated neuronal senescence

**DOI:** 10.1016/j.isci.2024.109698

**Published:** 2024-04-09

**Authors:** Ouwen Qiu, Jianyi Zhao, Zhonggang Shi, Huan Li, Siyuan Wang, Keman Liao, Minchao Tang, Jieqiong Xie, Xi Huang, Wenrui Zhang, Li Zhou, Xi Yang, Zhiyi Zhou, Lei Xu, Renhua Huang, Yifeng Miao, Yongming Qiu, Yingying Lin

**Keywords:** Molecular biology, Neuroscience, Immunology, Omics, Metabolomics, Transcriptomics

## Abstract

Mounting evidence supports the role of neuroinflammation in radiation-induced brain injury (RIBI), a chronic disease characterized by delayed and progressive neurological impairment. Asparagine endopeptidase (AEP), also known as legumain (LGMN), participates in multiple malignancies and neurodegenerative diseases and may potentially be involved in RIBI. Here, we found AEP expression was substantially elevated in the cortex and hippocampus of wild-type (*Lgmn*^+/+^) mice following whole-brain irradiation. *Lgmn* knockout (*Lgmn*^−/−^) alleviated neurological impairment caused by whole-brain irradiation by suppressing neuronal senescence. Bulk RNA and metabolomic sequencing revealed AEP’s involvement in the antigen processing and presentation pathway and neuroinflammation. This was further confirmed by co-culturing *Lgmn*^+/+^ primary neurons with the conditioned media derived from irradiated *Lgmn*^+/+^ or *Lgmn*^−/−^ primary microglia. Furthermore, esomeprazole inhibited the enzymatic activity of AEP and RIBI. These findings identified AEP as a critical factor of neuroinflammation in RIBI, highlighting the prospect of targeting AEP as a therapeutic approach.

## Highlights

• Knockout of *Lgmn* reduces radiation-induced brain injury
• AEP promotes neuronal senescence via modulating microglia
• Inhibition of AEP's enzymatic activity alleviates radiation-induced brain injury

## Introduction

Radiotherapy is a fundamental procedure for treating several types of brain and cerebrovascular diseases.^1^^,^^2^^,^^3^ However, radiotherapy may also cause radiation-induced brain injury (RIBI), which may trigger delayed and progressive neurological complications to some extent.^4^ Many patients experience side effects of RIBI as a result of irradiation of healthy brain tissue adjacent to the nidus, including seizures, cognitive impairment, and so on.^5^^,^^6^^,^^7^ Although this issue has received considerable attention and several up-to-date technical breakthroughs have been achieved and applied in clinical practice, RIBI still poses a challenging conundrum concerning its molecular mechanism, pathophysiology, prevention or effective treatment.^6^^,^^8^ Therefore, it is crucial to address this issue effectively.

Several mechanisms associated with RIBI have been identified, including microglial activation, neuroglial proliferation, and the suppression of neurogenesis.^9^^,^^10^ Moreover, as RIBI causes DNA damage to neurons and other cells in the CNS, cellular senescence may be another mechanism attributed to RIBI.^11^ Cellular senescence is a stress-responsive cell-cycle arrest program that allows proliferating cells to enter a state of permanent cell-cycle arrest when subjected to different stresses.^12^ Key markers of cellular senescence include elevated expression of p21^CIP1^, p16^INK4a^ protein, and the highly enzymatically active β-galactosidase.^13^ Generally, transient cellular senescence recruits immune cells to clear damaged cells, and progenitor cells proliferate and regenerate, achieving tissue remodeling; however, persistent cellular senescence or the inability to clear senescent cells induces chronic inflammation and tissue fibrosis, causing malignant effects.^14^ Additionally, cellular senescence plays an integral role in aging and aging-related diseases, where the marker p16 is elevated in Alzheimer’s (AD) and Parkinson’s disease.^15^^,^^16^^,^^17^ Interestingly, irradiation of the brain also upregulates another pivotal enforcer of senescence, p21, causing DNA damage and driving post-mitotic neuronal senescence.^18^^,^^19^^,^^20^

Furthermore, microglial activation fosters the secretion of different inflammatory factors and chemokines, such as interleukin-1β (IL-1β), tumor necrosis factor-α (TNF-α), C-C motif chemokine ligand 2 (CCL2), and subsequently suppresses neurogenesis, which accounts for another underlying mechanism of RIBI.^21^^,^^22^ Moreover, CCL2 and its receptor, C-C motif chemokine receptor 2 (CCR2), induce sustained activation of microglia following irradiation and trigger the infiltration of CD8^+^ T cells into the brain, releasing cytotoxic factors, such as perforin and granzyme, and causing secondary damage to the brain.^22^^,^^23^^,^^24^ In addition, the conversion of resting astrocytes to A1 astrocytes during RIBI synergizes with activated microglia, secreting pro-inflammatory factors, promoting microvascular injury, and disrupting the integrity of the blood-brain barrier to exacerbate neurological damage.^25^^,^^26^^,^^27^

Regarding therapeutic target of RIBI, asparagine endopeptidase (AEP) is a promising candidate. AEP, also known as legumain (LGMN), functions by specifically cleaving substrates at asparaginyl residues.^28^^,^^29^ Our group has found that AEP participates in the progression and recurrence of gliomas, through cleaving wild type-p53, tropomodulin-3 (Tmod3) and DEAD-box helicase 3 X-linked (DDX3X).^30^^,^^31^^,^^32^ Additionally, AEP is upregulated and activated throughout aging or in degenerative diseases, such as AD.^33^^,^^34^^,^^35^ AEP specifically cleaves tau at residues N255 and N368, inducing tau hyperphosphorylation and aggregation and producing the highly neurotoxic tau 1–368 truncation.^34^ Meanwhile, amyloid-β, which is associated with AD, is generated when AEP specifically proteolytically degrades amyloid-β precursor protein (APP) at N373 and N585 residues.^33^^,^^35^ Moreover, AEP is associated with the regulation of the inflammatory phenotype of macrophages with heterogeneity in different diseases or organs.^36^^,^^37^^,^^38^ However, the interaction between AEP and microglia in RIBI remains vague.

Esomeprazole, a proton pump inhibitor (PPI) used to treat inflammatory diseases of the digestive tract, reduces the enzymatic activity of AEP and suppresses the metastasis of breast cancer mediated by AEP.^39^^,^^40^ Esomeprazole and other PPI drugs can cross the brain-blood barrier, showing their potential to inhibit AEP in the central nervous system (CNS) after intraperitoneal injection.^41^^,^^42^

In our study, *Lgmn*^−/−^ mice were generated and tested in multiple behavioral experiments with *Lgmn*^+/+^ mice to identify the role of AEP in RIBI. To further examine the role of AEP in neuronal senescence, bulk RNA sequencing, metabolomic sequencing, and co-culture of neurons with the conditioned medium derived from irradiated microglia were performed. Furthermore, this study investigated whether RIBI could be alleviated following AEP inhibition via the intraperitoneal injection of esomeprazole.

## Results

### AEP expression was elevated in neurons and microglia in the cortex and hippocampus in RIBI

To identify whether AEP participates in pathological processes of RIBI, the cortex and hippocampus were collected and detected for AEP from non-irradiated controls and irradiated BALB/c mice following whole-brain irradiation of a single dose of 10 Gy X-ray. Whole-brain irradiation led to a significant increase in *Lgmn* mRNA expression by 1.30-fold–1.81-fold in the cortex starting at 6 h post-irradiation, whereas the hippocampus only exhibited elevated expression on the 3^rd^ and 5^th^ day following whole-brain irradiation (Figures 1A and 1B). At the protein expression level, immunoblotting confirmed significantly elevated AEP expression >1.46-fold, with a peak of 2.82-fold on the 3^rd^ day post-irradiation in the cortex but not in the hippocampus (Figures 1C and 1D).

**Figure 1:**
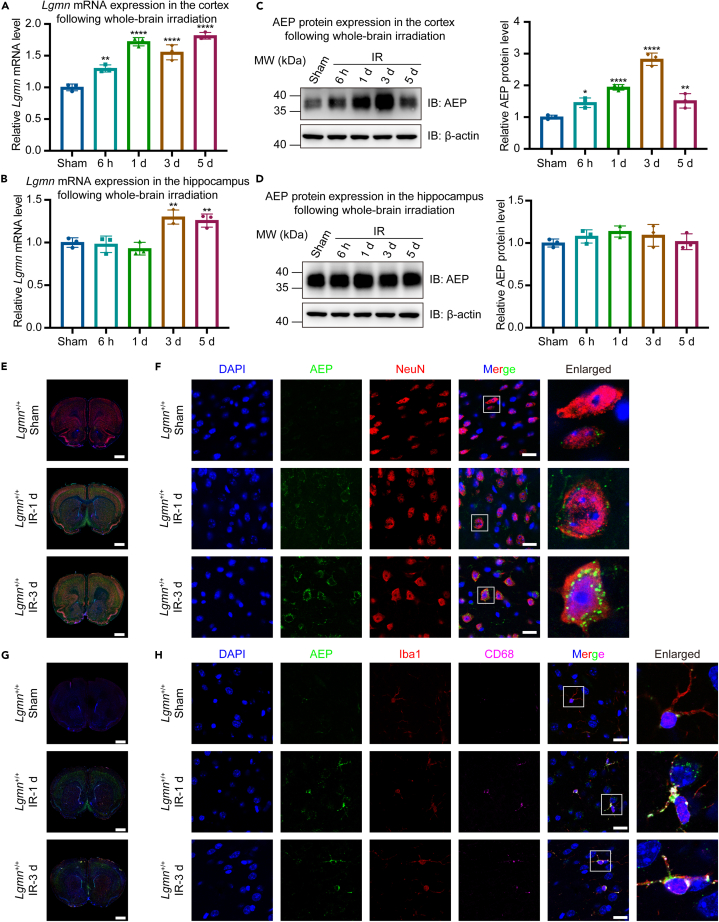
AEP expression was elevated in neurons and microglia in the cortex following whole-brain irradiation (A and B) Relative mRNA levels of *Lgmn* in the cortex (A; F value = 60.60) and hippocampus (B; F value = 14.43) following whole-brain irradiation (*n* = 3 per group). (C and D) Relative protein levels of AEP (left panel) and its quantification (right panel) in the cortex (C; F value = 57.74) and hippocampus (D; F value = 1.24) following whole-brain irradiation (*n* = 3 per group). (E and F) Whole-brain section images (E, scale bar, 1 mm) and localized cortical images (F, scale bar, 20 μm) of immunofluorescence analysis of AEP and NeuN following whole-brain irradiation. (G and H) Whole-brain section images (G, scale bar, 1 mm) and localized cortical images (H, scale bar, 20 μm) of immunofluorescence analysis of AEP, Iba1, and CD68 following whole-brain irradiation. AEP, asparagine endopeptidase; LGMN, legumain; IB, immunoblotting; IR, irradiation; NeuN, neuronal nuclei; Iba1, ionized calcium binding adaptor molecule 1. Data are represented as mean ± SD. One-way ANOVA tests were used in (A–D). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗∗*p* < 0.0001. See also Figures S1 and S2.

Regarding the inconsistency of AEP expression in the cortex and hippocampus following whole-brain irradiation, immunoblotting of AEP was performed 8 weeks following whole-brain irradiation and it showed that AEP expression increased by 1.53-fold and 1.19-fold significantly in the cortex and hippocampus, respectively (Figures S1A and S1B). Considering the significant elevation of AEP in mRNA and protein levels in the cortex following whole-brain irradiation, we focused principally on the role of AEP in the cortex.

Additionally, co-immunofluorescence revealed increased AEP expression in the cortex following whole-brain irradiation. Meanwhile, AEP co-localized with neuronal nuclei (NeuN), ionized calcium binding adaptor molecule 1 (Iba-1), and CD68 but not with Sox9 (Figures 1E–1H, S2A, and S2B), indicating that AEP might play a role in neurons and activated microglia in RIBI.

### Construction and validation of *Lgmn* knockout mice

To clarify the role of AEP in RIBI, *Lgmn*^−/−^ mice were generated by multiple matings of wild-type (WT) mice with *Lgmn*^*flox*/+^: *Flp*^+^ mice (Figure 2A) and were confirmed by tail genomic DNA validation using 2% agarose gel electrophoresis before animal experiments (Figure 2B). In addition, the expression of AEP in the cortex was detected by immunoblotting, showing a loss of AEP strip at 36 kDa position in *Lgmn*^−/−^ mice in comparison with that in *Lgmn*^+/+^ mice (Figure 2C). After the validation of *Lgmn*^−/−^ mice, *Lgmn*^+/+^, and *Lgmn*^−/−^ mice were whole-brain irradiated. Several molecular, cellular, and behavioral experiments were conducted in *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-irradiated (*Lgmn*^+/+^-IR), *Lgmn*^−/−^-Sham, and *Lgmn*^−/−^-irradiated (*Lgmn*^−/−^-IR) mice at different time points to explore the role of AEP in RIBI (Figure 2D).

**Figure 2:**
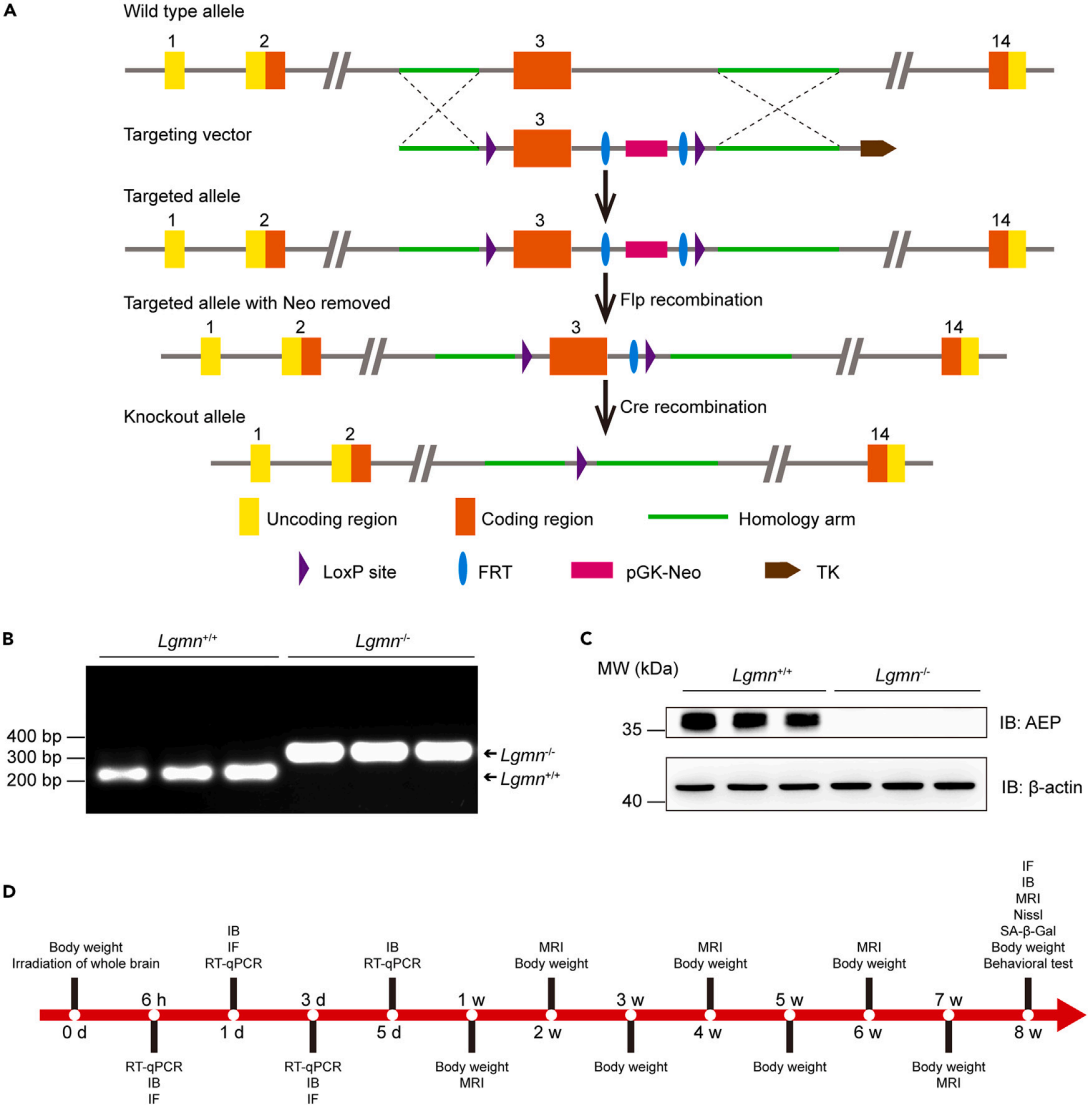
Construction and validation of *Lgmn* knockout mice (A) Schematic diagram of *Lgmn*^−/−^ mice generation. (B) Agarose gel electrophoresis of *Lgmn* from tail of *Lgmn*^+/+^ and *Lgmn*^−/−^ mice (*n* = 3 per group). (C) Immunoblotting analysis of AEP in the cortex of *Lgmn*^+/+^ and *Lgmn*^−/−^ mice (*n* = 3 per group). (D) The experimental design for a part of this study. AEP, asparagine endopeptidase; LGMN, legumain; IB, immunoblotting; IF, immunofluorescence; RT-qPCR, quantitative reverse transcription polymerase chain reaction; SA-β-Gal, senescence-associated β-galactosidase.

### *Lgmn* knockout reduced the damage to the brain in RIBI

To discover the intuitive damage to the brain following whole-brain irradiation, MRI scans were applied to *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice at various intervals following whole-brain irradiation. The injury to the brain could not be clearly observed in the 1^st^ or 4^th^ week following whole-brain irradiation (Figures S3A and S3B). Six weeks following whole-brain irradiation, MRI scan images displayed higher signal intensity in the cortex of *Lgmn*^+/+^-IR mice by 1.29-fold than that of *Lgmn*^+/+^-Sham mice, indicating cerebral edema associated with RIBI (Figures S3C and S3D). This effect decreased after *Lgmn* depletion, demonstrating its potentially effective role in mitigating RIBI. This tendency became more significant 8 weeks following whole-brain irradiation (Figures S3E and S3F).

### *Lgmn* knockout alleviated the neurological impairment in RIBI

Whole-brain irradiation can impair the neurological functions in mice. Therefore, several cortex-related and hippocampus-related behavioral tests were performed in *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR, *Lgmn*^−/−^-Sham, and *Lgmn*^−/−^-IR mice.

First, muscle force, balance beam, rotarod and neurological severity score tests were conducted with the record of body weight. As the *Lgmn* knockout did not significantly influence the results of these behavioral experiments and body weight between *Lgmn*^+/+^-Sham and *Lgmn*^−/−^-Sham mice (Figure S4A–S4E), the same experiments were performed in *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice 8 weeks following irradiation, along with *Lgmn*^+/+^-Sham mice. Muscle force experiments revealed reduced muscle force by approximately 29.19% following irradiation; this reduction was alleviated by *Lgmn* knockout and was still significant after normalization of body weight (Figure 3A). Moreover, in the balance beam test, *Lgmn*^+/+^-IR mice spent an average of 2.25 more s passing an 80 cm beam than *Lgmn*^+/+^-Sham mice with more times of slips, whereas *Lgmn*^−/−^-IR mice displayed better performance than that of *Lgmn*^+/+^-IR mice (Figure 3B). In the rotarod test, *Lgmn*^+/+^-IR mice more easily fell off the rotarod at a slower speed and maintained an average of 98.78 s fewer than *Lgmn*^+/+^-Sham mice, whereas *Lgmn*^−/−^-IR mice maintained a tendency of more time than *Lgmn*^+/+^-IR mice could (Figure 3C and Video S1). The neurological severity score (NSS) test showed the most severe neurological injury following whole-brain irradiation in *Lgmn*^+/+^-IR mice among the three groups, whereas *Lgmn*^−/−^-IR mice showed a tendency of mitigated neurological injury in comparison with *Lgmn*^+/+^-IR mice (Figure 3D). Interestingly, *Lgmn*^+/+^-IR mice presented a significant loss of body weight of nearly 18.35% at 8 weeks following whole-brain irradiation, whereas depletion of *Lgmn* alleviated this weight loss by nearly 57.80% (Figure 3E).

**Figure 3:**
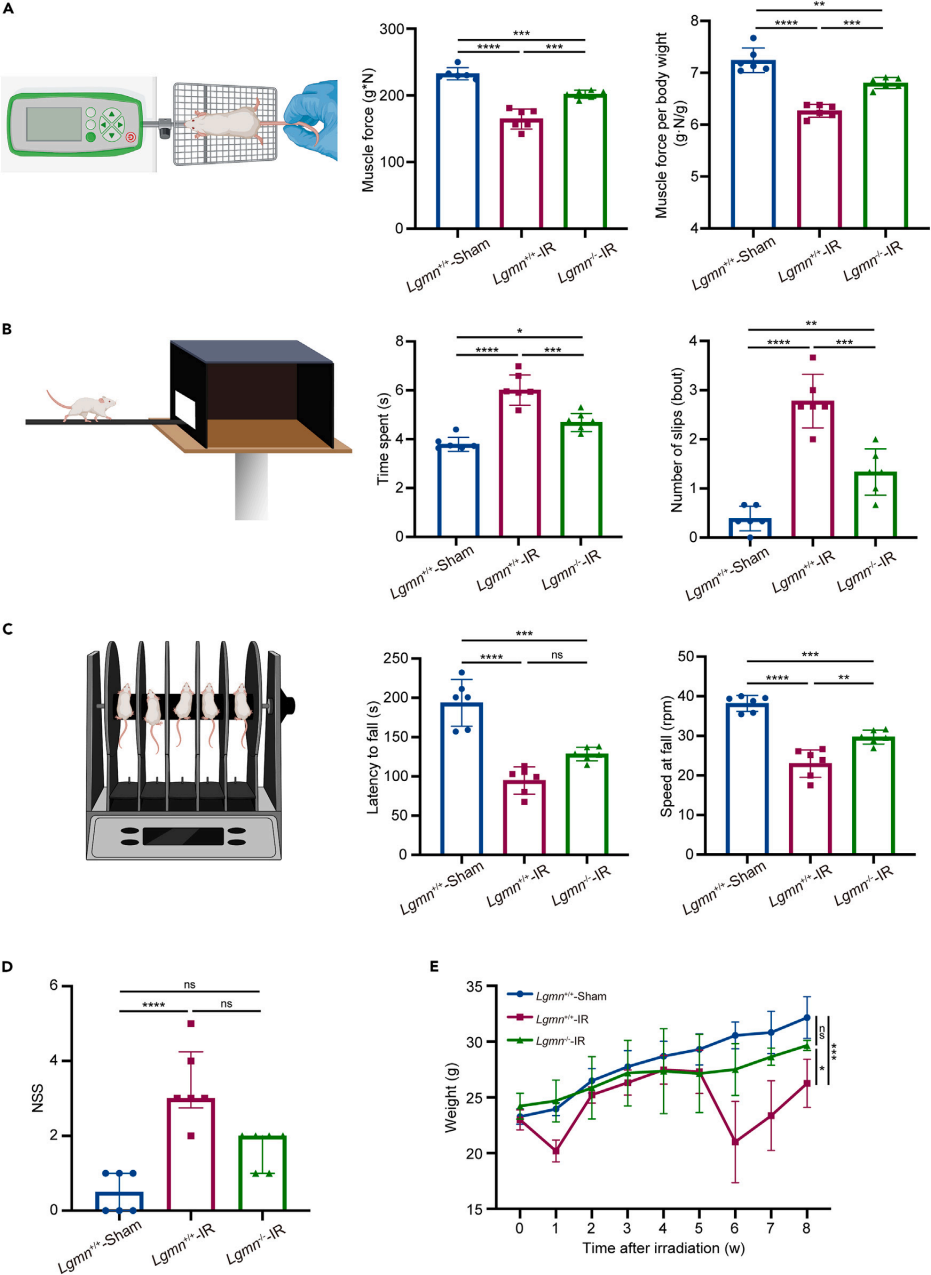
The neurological impairment following whole-brain irradiation was reduced by *Lgmn* knockout (A) Muscle force tests (middle and right panel; F value of genetic type = 35.81 and 31.58 in the middle and right panel respectively; F value of irradiation = 119.60 and 104.30 in the middle and right panel, respectively) and the schematic diagram (left panel) of *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice (*n* = 6 per group). (B) Balance beam tests (middle and right panel; F value of genetic type = 26.48 and 32.29 in the middle and right panel, respectively; F value of irradiation = 74.12 and 88.33 in the middle and right panel, respectively) and the schematic diagram (left panel) of *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice (*n* = 6 per group). The middle panel is the time spent traveling the distance of 80 cm of the beam, and the right panel is the number of slips that happened during the travel. (C) Rotarod tests (middle and right panel; F value of genetic type = 8.07 and 21.35 in the middle and right panel, respectively; F value of irradiation = 69.50 and 108.90 in the middle and right panel, respectively) and the schematic diagram (left panel) of *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice (*n* = 6 per group). The middle panel is the latency of mice falling from the rod, and the right panel is the speed of the rod when mice fell. (D) Neurological severity score tests of *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice (*n* = 6 per group). (E) Body weight of *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice (*n* = 6 per group; F value of genetic type = 12.47; F value of irradiation = 37.41). LGMN, legumain; IR, irradiation; NSS, neurological severity score. Data are represented as median ± IQR in (D), whereas the other data are represented as mean ± SD. two-way ANOVA tests were used in (A–C and E), and Kruskal-Wallis tests were used in (D). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, ns = not significant. See also Figures S3–S5 and Video S1.

Video S1. Video of balance beam tests in *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR and *Lgmn*^-/-^-IR mice, related to Figure 3

Moreover, open field, novel object recognition and Barnes maze tests were conducted. Open field test showed that whole-brain irradiation reduced the total distance moved in the field, the distance moved in the center and the time spent in the center, whereas *Lgmn*^−/−^ mice presented more activities in the center in comparison with *Lgmn*^+/+^ mice (Figure S5A). However, there was no significant difference in recognition and discrimination index found in the novel recognition test between *Lgmn*^+/+^ and *Lgmn*^−/−^ groups (Figure S5B). In Barnes maze test, whole-brain irradiated mice spent more time and distance to reach the target hole with less time in the target quadrant in comparison to sham mice. *Lgmn* knockout mice spent significantly less distance to the target hole, but they spent only a tendency of less time to reach the target hole and more time in the target quadrant without significant difference (Figures S5C and S5D).

Thus, these behavioral results suggest that *Lgmn* knockout alleviates the neurological impairment following whole-brain irradiation.

### *Lgmn* knockout decreased neuronal senescence in RIBI

The senescence pathway is regulated in pathological processes associated with irradiation in the CNS^18^^,^^19^^,^^20^; therefore, whether AEP was involved in irradiation-induced neuronal senescence was examined and experiments detecting the expression of p21, p16, and senescence-associated beta-galactosidase (SA-β-Gal) staining were conducted.

Following whole-brain irradiation, the expression of p21 and p16 was significantly elevated in the cortex of *Lgmn*^+/+^-IR mice, and was rescued by *Lgmn* depletion (Figure 4A). Immunofluorescence revealed higher expression of p21 in *Lgmn*^+/+^-IR mice following whole-brain irradiation than in *Lgmn*^−/−^-IR mice and colocalization of p21 and NeuN (Figures 4B and 4C). In addition, compared to the cortex of *Lgmn*^−/−^-IR mice, the cortex of *Lgmn*^+/+^-IR mice were more positively stained in SA-β-Gal staining 8 weeks following irradiation (Figure 4D). Collectively, these results suggest that following whole-brain irradiation, *Lgmn* knockout decreases neuronal senescence. Moreover, Nissl staining revealed that Nissl bodies were less reduced in the cortex of *Lgmn*^−/−^-IR mice following whole-brain irradiation than in that of *Lgmn*^+/+^-IR mice, indicating a protective effect of the *Lgmn* knockout against RIBI (Figure 4E).

**Figure 4:**
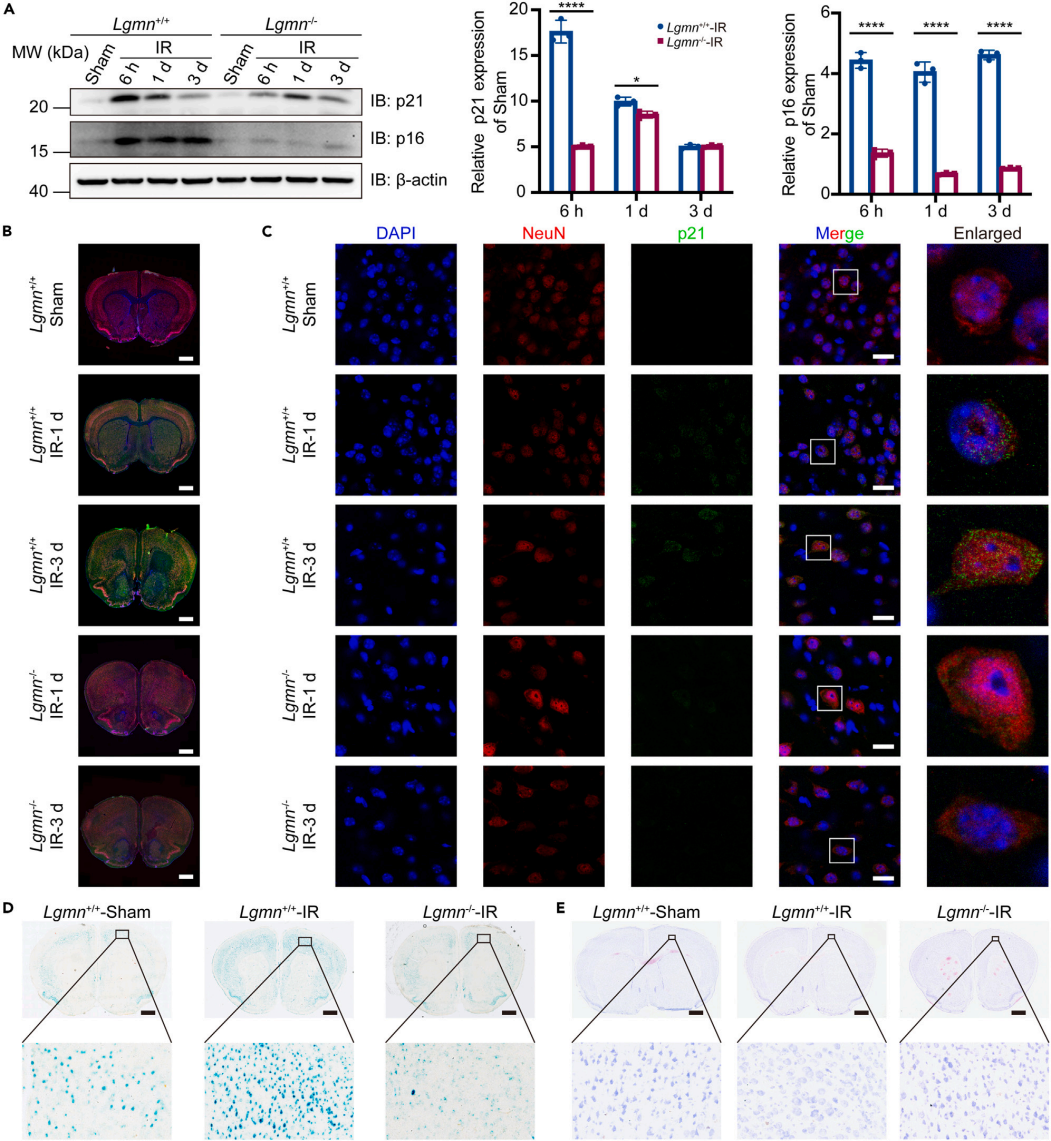
Neuronal senescence following whole-brain irradiation was reduced by *Lgmn* knockout (A) Immunoblotting (left panel) and the quantification (middle and right panel) of p21 and p16 from the cortex following whole-brain irradiation (*n* = 3 per group). (B and C) Whole-brain section images (B, scale bar, 1 mm) and localized cortical images (C, scale bar, 20 μm) of immunofluorescence analysis of p21 and NeuN following whole-brain irradiation. (D) SA-β-Gal staining of frozen brain sections from *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice 8 weeks following whole-brain irradiation (scale bar, 1 mm). (E) Nissl staining of frozen brain sections from *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice 8 weeks following whole-brain irradiation (scale bar, 1 mm). LGMN, legumain; IR, irradiation; SA-β-Gal, senescence-associated β-galactosidase. Data are represented as mean ± SD. Student’s *t* tests were used in (A). ∗*p* < 0.05, ∗∗∗∗*p* < 0.0001.

### AEP regulated RIBI via the antigen processing and presentation pathway

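The bulk RNA sequencing data comprised 6 cortical libraries, 3 from irradiated *Lgmn*+/+ mice (*Lgmn*+/+-IR) and 3 from irradiated *Lgmn*-/- mice (*Lgmn*-/--IR), collected on day 3 after a single dose of 10 Gy. Non-irradiated mice were not analysed here, so each difference is between genotypes after irradiation. The authors filtered the reads with Trimmomatic, mapped them with HISAT2 and computed expression with StringTie. They deposited, for 51826 genes, the number of reads counted on each gene without normalization, and the FPKM, a value scaled for transcript length and library size. The paper's text does not name the genome build, the read counter or whether strand was used, so reads of overlapping, antisense and near-identical genes could have been split between them. The total counts of *Lgmn*+/+-IR replicates 1, 2 and 3 were 42036853, 41874462 and 45465136, and those of *Lgmn*-/--IR replicates 1, 2 and 3 were 44794460, 44952610 and 46829441. Counts were normalized with edgeR's TMM method, genes with too few counts were left out with its filterByExpr function, and the remaining 18345 genes were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. The paper's thresholds for DEGs were kept (an adjusted *p* value under 0.05 and an absolute log2 fold change over 1), and fold changes are for *Lgmn*-/--IR against *Lgmn*+/+-IR. The paper's methods name limma for this step, without the values it was run on.

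*Lgmn*, the gene that encodes AEP, lies on chromosome 12 of GRCm38 from 102394084 to 102439813. It had 5558, 5528 and 5775 counts in the *Lgmn*+/+-IR libraries and 3703, 3269 and 4109 in the *Lgmn*-/--IR libraries, or 129 ± 1.66 and 82.5 ± 11.6 CPM (counts scaled to library size; SD, n = 3 each). The log2 fold change was −0.64 (standard error 0.12, adjusted *p* = 0.0315 from edgeR's quasi-likelihood test), and each *Lgmn*-/--IR library was below each *Lgmn*+/+-IR library. With each library left out in turn it stayed between −0.74 and −0.54, and the adjusted *p* rose to at most 0.125. These counts cover the whole gene and do not show which part of it was deleted. Because both genotypes have replicates numbered 1 to 3, the test was also run with the replicate number as a block, which gave *Lgmn* a log2 fold change of −0.65 (adjusted *p* = 0.113). Same-numbered libraries did not deviate from their group means together. The mean correlation of their deviations was −0.109.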

To determine the pathway by which AEP affects neuronal senescence following whole-brain irradiation, the cortex of *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice were extracted 3 days following whole-brain irradiation and subjected to bulk RNA sequencing. Among the differentially expressed genes (DEGs) between *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice, the volcano plot displays 211 upregulated and 224 downregulated genes (Figure 5A). 

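By edgeR's quasi-likelihood test, 377 of the 18345 genes tested were DEGs, of which 176 were higher and 201 lower in *Lgmn*-/--IR mice. Without the threshold on the fold change, 611 genes had an adjusted *p* value under 0.05. With DESeq2 279 genes were higher and 314 lower. The replicate number as a block (mean correlation of same-numbered libraries −0.109) gave 74 higher and 65 lower genes and kept 138 of the 377 DEGs. Of the 377 DEGs, 212 were protein-coding genes, 84 were pseudogenes and 81 belonged to other classes. In 57 DEGs, every library of 1 genotype had 3 counts or fewer (28 in *Lgmn*+/+-IR and 29 in *Lgmn*-/--IR), so that only a lower bound of the fold can be given. Among the DEGs with the largest changes were *Gm45836*, with 1335, 973 and 717 counts in *Lgmn*+/+-IR and 2 in each *Lgmn*-/--IR library (at least 348-fold lower, adjusted *p* = 7.19e-05), and *Mir686* (at least 121-fold lower, adjusted *p* = 1.74e-05). *Gm2427*, *Gm43205* and *Mndal* had no count in any *Lgmn*-/--IR library and were at least 38.6-fold, 11.6-fold and 7.97-fold lower. In the other direction, *Catspere* had no count in any *Lgmn*+/+-IR library and 157, 150 and 154 counts in *Lgmn*-/--IR (at least 49.8-fold higher, adjusted *p* = 0.000817). *Gm43713*, *BC023719*, *Cldn34c1* and *Rec8* also had no count in *Lgmn*+/+-IR and were at least 31.7-fold, 23.2-fold, 20.4-fold and 14.2-fold higher. With the replicate number as a block, *Gm45836* (adjusted *p* = 0.000621), *Mir686* (adjusted *p* = 0.00186) and *Catspere* (adjusted *p* = 0.0462) remained DEGs and the other 7 of these genes did not. The 20 genes with labels in Figure 5A were all DEGs in the same test. With the block 13 of them were, with limma on log2(FPKM + 1) 16, and with at least 10 counts in every library 8. They include the hemoglobin genes *Hba-a1*, with 144, 88 and 213 counts in *Lgmn*+/+-IR and 39579, 30214 and 3977 in *Lgmn*-/--IR, and *Hba-a2*, with log2 fold changes of 7.33 (standard error 0.93, adjusted *p* = 0.00877) and 6.59 (standard error 0.87, adjusted *p* = 0.0101). Under the block the adjusted *p* of both rose, to 0.0759 and 0.0725.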

The heatmap displays the top 50 up- and downregulated genes (Figure S6). Subsequently, DEGs were subjected to functional enrichment analysis to explore potential signaling pathways. Gene ontology (GO) biological process enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment revealed several significant signaling pathways, including antigen processing and presentation, T cell-mediated cytotoxicity, homologous chromosome segregation, and allograft rejection pathways (Figures 5B and 5C). In addition, the molecular mechanism mediated by AEP in RIBI was investigated using gene set enrichment analysis (GSEA), and the antigen processing and presentation pathway was identified (Figure 5D). 

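The GO and KEGG term lists were not used here. The question was put to a list of antigen processing and presentation genes written from gene names, together with all genes whose symbols mark a major histocompatibility complex (MHC) class I heavy chain. Of these genes, 58 were tested and 8 were DEGs (13.8%, against 2.02% of the other genes tested, one-sided Fisher's exact test across genes, *p* = 2.31e-05). The list holds genes of Figure 5E, which the paper took from the same libraries. Without them, a setting chosen after seeing the data, 4 of 54 were DEGs (7.41%, one-sided Fisher's exact test, *p* = 0.0240). The 8 genes were *Cd74*, *H2-D1*, *H2-T-ps*, *H2-T10*, *Hspa1a*, *Hspa1b* and *Ide*, which were higher in *Lgmn*-/--IR mice, and *H2-T23*, which was lower. With the replicate number as a block (mean correlation of same-numbered libraries −0.109), 5 of the 58 genes were DEGs (8.62% against 0.73%, one-sided Fisher's exact test, *p* = 7.71e-05). These 5 were *H2-T10* and the genes *H2-T23*, *Hspa1b*, *H2-D1* and *Ide* of Figure 5E. The block was not run without the genes of Figure 5E, so this *p* value rests mostly on them.

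6 of the 8 genes lie in the H2 region, the mouse MHC, taken as chromosome 17 of GRCm38 from 33996017 to 37274484. In this region 12 of the 125 genes tested were DEGs (9.60% against 2.00% elsewhere, two-sided Fisher's exact test, *p* = 1.04e-05), 7 of them higher and 5 lower in *Lgmn*-/--IR mice. Under the block 4 of the 125 were DEGs (3.20% against 0.74%, two-sided Fisher's exact test, *p* = 0.0151). The region was chosen because genes of Figure 5E may lie there, and the paper took those from the same libraries. *H2-T23*, *Hspa1b* and *H2-D1* of that figure are among the DEGs in both fits, so part of the excess was fixed beforehand. Fisher's test also treats genes as independent, although some DEGs of the region overlap. Without the genes of the region, 2 of the 31 listed genes that remained were DEGs (6.45% against 2.00%, one-sided Fisher's exact test, *p* = 0.128), which did not pass 0.05. DEGs of the region include *Hspa1a* and *Hspa1b*, and class I genes, whose reads similar genes can share.

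**Figure D1:**
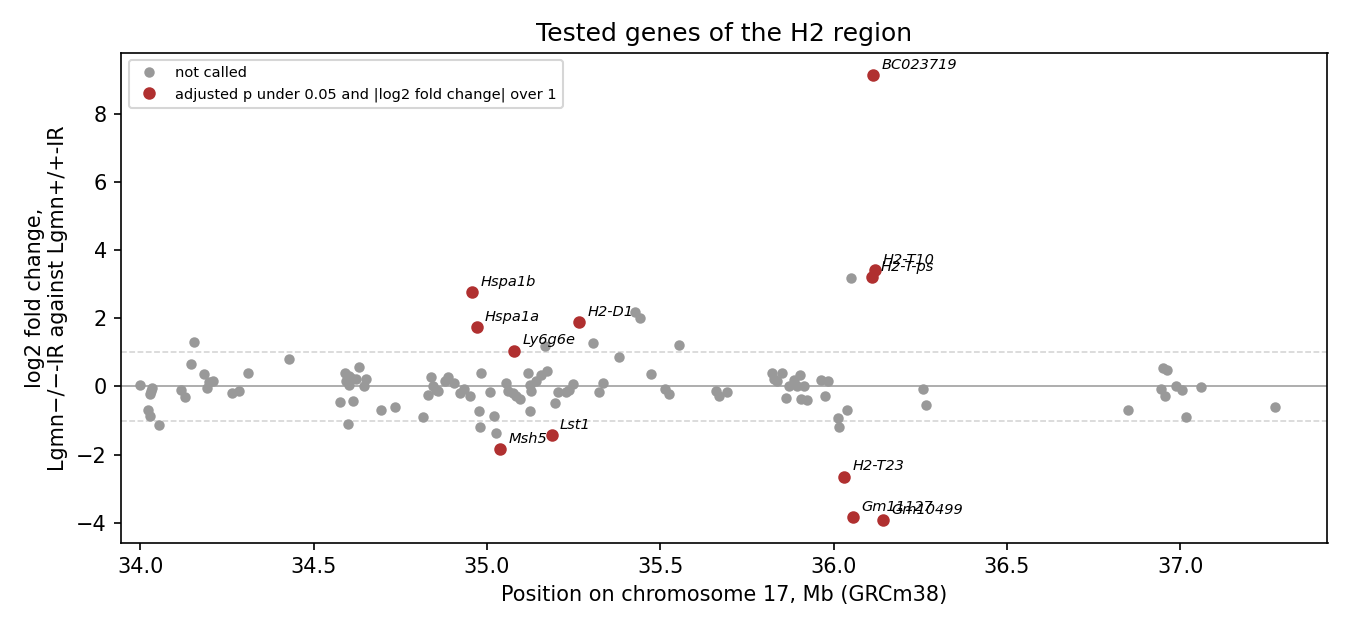
log2 fold change of the 125 tested genes of the H2 region (y axis, *Lgmn*-/--IR against *Lgmn*+/+-IR) by position on chromosome 17 of GRCm38 (x axis, Mb). Each point is a gene, the dashed lines mark log2 fold changes of 1 and −1, and the 12 DEGs are red and named, with 7 above 0 and 5 below.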

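The gene set was tested on all genes ranked by the signed square root of the quasi-likelihood F statistic. With camera, from the limma package, the 58 antigen processing and presentation genes ranked higher in *Lgmn*-/--IR mice than the other genes tested (a test across genes, n = 58 genes, two-sided *p* = 2.0e-05). The shift was small, with a median log2 fold change of 0.13 in the set and −0.01 in the other genes. With the replicate number as a block (mean correlation of same-numbered libraries −0.109), the *p* value was 4.33e-06. Among the settings chosen beforehand the largest *p* value was 0.00414, for the 31 genes outside the H2 region. The list holds *Lgmn* and genes that Figure 5E shows. In settings chosen after seeing the data, the *p* value was 0.000916 without the genes of Figure 5E and 0.0109 without these, *Lgmn* and the H2 region (29 genes). In a preranked analysis with fgsea over 842 Reactome sets, the set for class I MHC antigen processing and presentation (94 genes tested) had a normalized enrichment score of 1.14 (adjusted *p* = 0.921, and 0.937 with the block). No Reactome set had an adjusted *p* value under 0.05, and 33 had an unadjusted one under 0.05.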

The DEGs clustered in this pathway consisted of *H2-T23*, *Hspa1b*, *Raet1e*, *H2-D1*, *Gm7030*, and *Ide* (Figure 5E) and were verified by RT-qPCR (Figure 5F).

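Of the 6 genes, *H2-T23*, *Hspa1b*, *H2-D1* and *Ide* were tested and were DEGs, also with the replicate number as a block (mean correlation of same-numbered libraries −0.109). *H2-T23* (chromosome 17 of GRCm38, 36029773 to 36032855) had 6.95 ± 1.02 CPM in *Lgmn*+/+-IR and 1.11 ± 0.402 in *Lgmn*-/--IR (SD, n = 3 each), a log2 fold change of −2.65 (standard error 0.28, adjusted *p* = 0.00454 from edgeR's quasi-likelihood test, and 0.0132 with the block). *H2-D1* (chromosome 17, 35262730 to 35267499) rose from 28.5 ± 1.57 to 106 ± 22.0 CPM, a log2 fold change of 1.89 (standard error 0.16, adjusted *p* = 0.00133, and 0.0113 with the block). *Hspa1b* (chromosome 17, 34956436 to 34959238), a heat shock gene with the similar neighbor *Hspa1a*, rose from 10.9 ± 0.80 to 74.9 ± 25.2 CPM, a log2 fold change of 2.78 (standard error 0.26, adjusted *p* = 0.00278, and 0.0120 with the block). *Ide* (chromosome 19, 37268743 to 37337852) encodes insulin-degrading enzyme and rose from 37.0 ± 2.04 to 94.1 ± 10.2 CPM, a log2 fold change of 1.35 (standard error 0.11, adjusted *p* = 0.00124, and 0.0115 with the block). With each library left out in turn, the largest adjusted *p* of the 4 genes was 0.0249, for *H2-T23*.

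*Raet1e* (chromosome 10, 22158569 to 22374139) had 0, 0 and 1 counts in *Lgmn*+/+-IR and 5, 4 and 5 in *Lgmn*-/--IR, and *Gm7030* (chromosome 17, 36109719 to 36129425) had 0 in each *Lgmn*+/+-IR library and 3, 2 and 4 in *Lgmn*-/--IR. Both were below the filter on low counts. Without that filter their adjusted *p* values were 0.232 and 0.239. *Raet1e* was at least 1.52-fold higher, and *Gm7030* overlaps *H2-T10*. From GO, KEGG and GSEA together with these genes and their RT-qPCR, the paper states that AEP is involved in antigen processing and presentation, and on that ground turns to microglia as the main cells for this process.

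**Figure D2:**
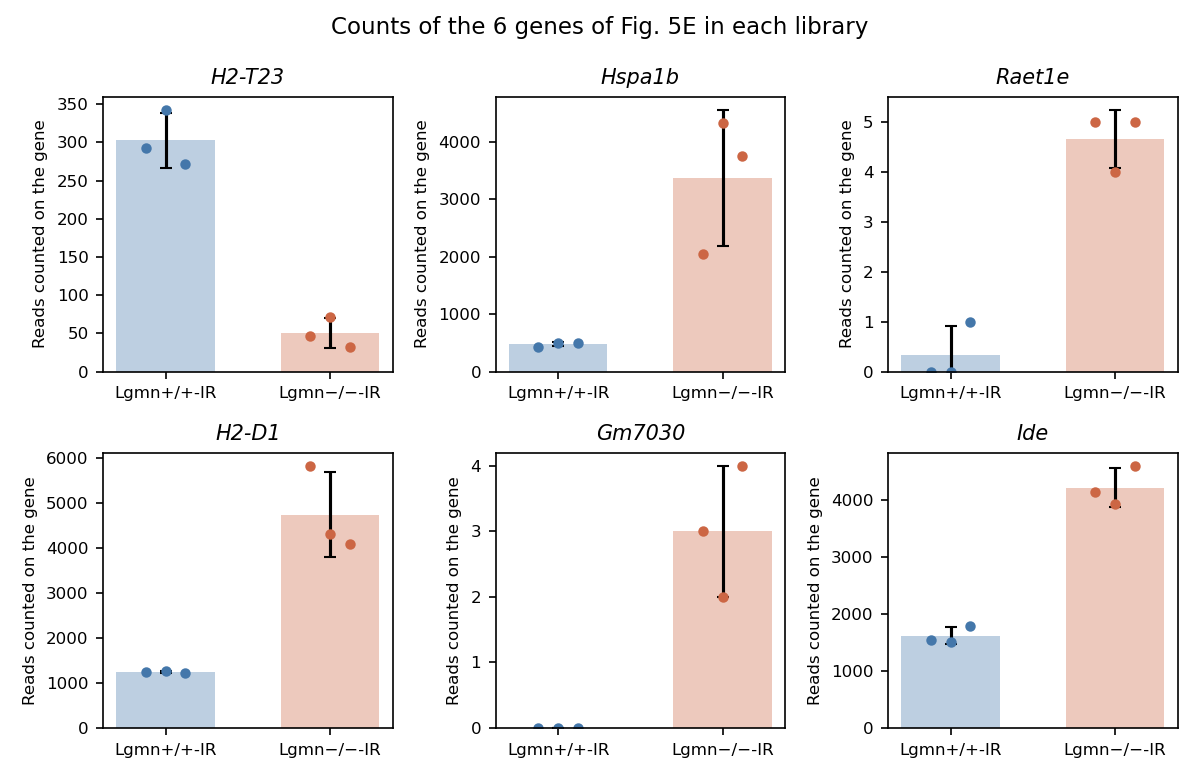
Reads counted on each of the 6 genes (y axis, from 0, with a separate scale for each gene) in *Lgmn*+/+-IR and *Lgmn*-/--IR mice (x axis). Points are libraries, bars are means of the 3 libraries and error bars are SD. The libraries of the genotypes do not overlap in any of the 6 genes, and the axes of *Raet1e* and *Gm7030* end near 5 and 4 reads.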

**Figure 5:**
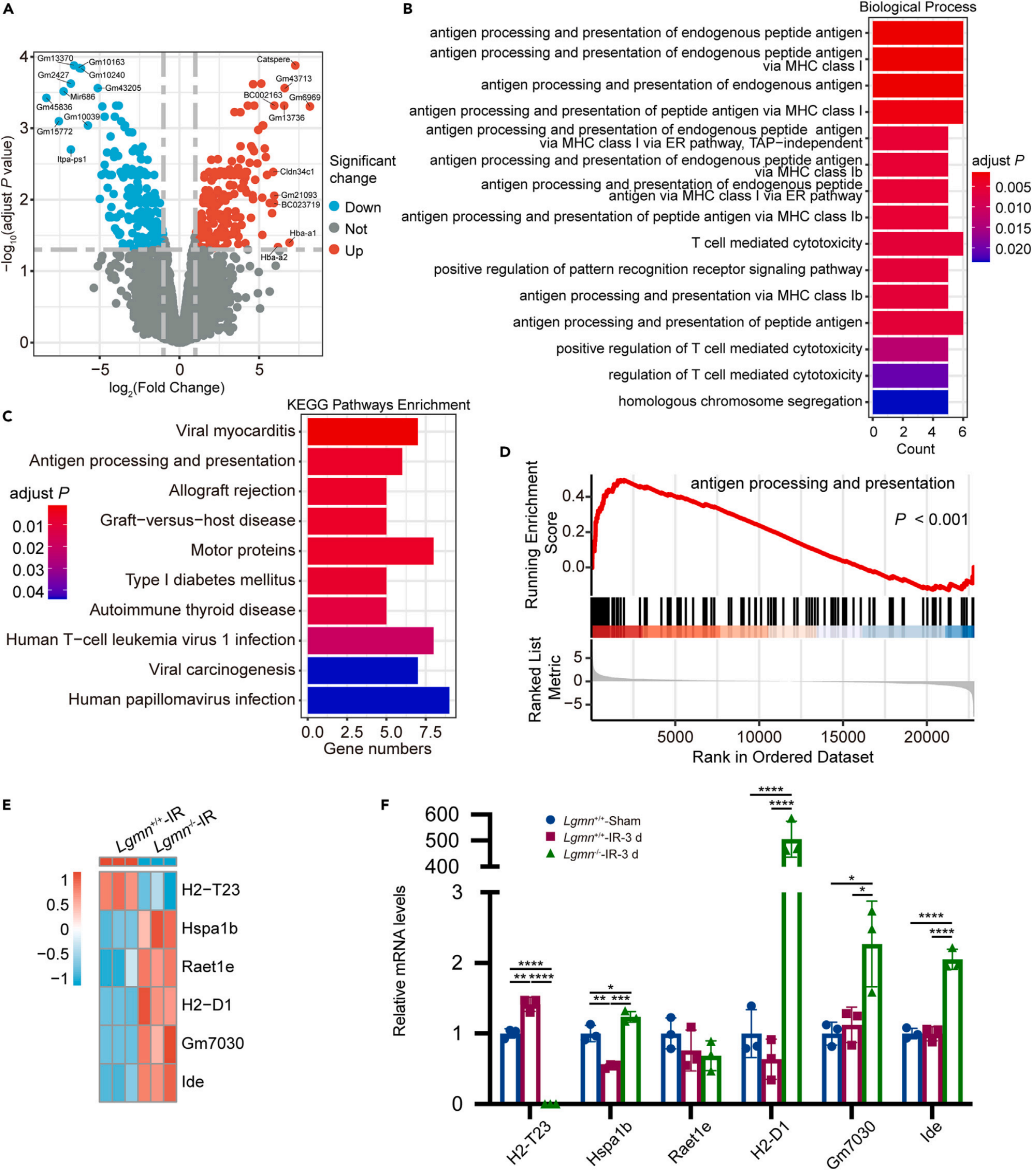
AEP modulated radiation-induced brain injury via the antigen processing and presentation pathway (A) Volcano plot displays the DEGs from the cortex between *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice 3 days following whole-brain irradiation. (B) GO biological process analysis of the significant DEGs from the cortex between *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice 3 days following whole-brain irradiation. (C) KEGG pathway analysis of the significant DEGs from the cortex between *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice 3 days following whole-brain irradiation. (D) GSEA analysis of the antigen processing and presentation pathway. (E) Heatmap of DEGs clustered in the antigen processing and presentation pathway. (F) Validation of the mRNA levels of the genes enriched in the antigen processing and presentation pathway in the cortex from *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR-3d and *Lgmn*^−/−^-IR-3d mice (*n* = 3 per group; F value of genetic type = 623.20, 112.30, 0.14, 239.80, 12.96 and 137.40, respectively; F value of irradiation = 53.56, 49.29, 1.47, <0.01, 0.15 and <0.01, respectively). AEP, asparagine endopeptidase; LGMN, legumain; IR, irradiation; DEGs, differentially expressed genes; GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; GSEA, gene set enrichment analysis. Data are represented as mean ± SD. two-way ANOVA tests were used in (F). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. See also Figure S6.

### AEP modulated neuronal senescence by interacting with microglia following irradiation

As AEP was verified to be involved in the antigen processing and presentation pathway, we wonder whether microglia, the main cells responsible for antigen processing and presentation in the CNS, would interact with neuronal senescence following irradiation. First, primary neurons and primary microglia were extracted from neonatal mouse cortex and validated by immunofluorescence staining with 4',6-diamidino-2-phenylindole (DAPI), anti-NeuN or anti-Iba1, the specific antibodies presented by neurons or microglia, respectively. The purity of both cells was >95% (Figures 6A and 6B). *Lgmn*^+/+^ and *Lgmn*^−/−^ microglia were irradiated and their culture medium supernatant was used to culture *Lgmn*^+/+^ neurons. The expression of p21 was significantly elevated in neurons one day after co-culturing with the medium conditioned by irradiated *Lgmn*^+/+^ microglia and was rescued by *Lgmn* knockout (Figures 6C and 6D). Neuronal senescence was also confirmed by SA-β-Gal staining 3 days after co-culture, where knockout of *Lgmn* inhibited the elevated level of neuronal senescence (Figures 6E and 6F).

**Figure 6:**
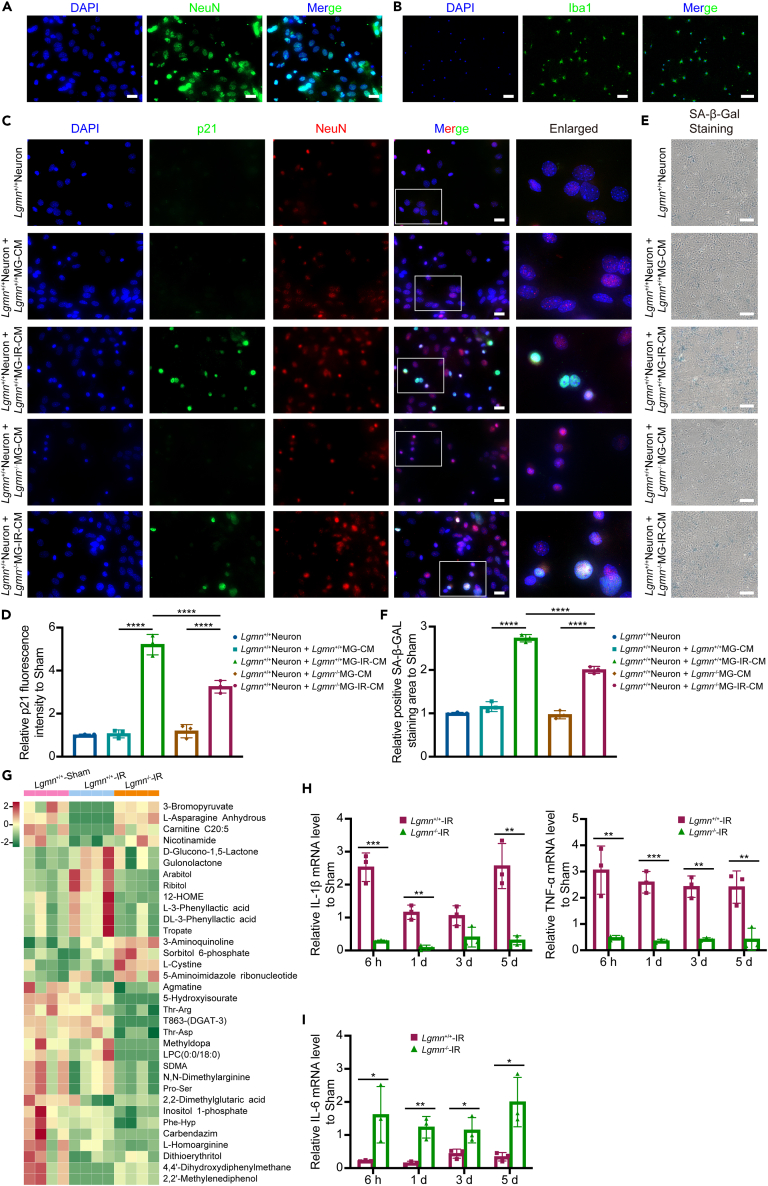
AEP modulated neuronal senescence by interacting with microglia following irradiation (A) Validation of primary neurons by immunofluorescence analysis of NeuN (scale bar, 20 μm). (B) Validation of primary microglia by immunofluorescence analysis of Iba1 (scale bar, 100 μm). (C and D) Immunofluorescence analysis (C, scale bar, 20 μm) and the quantification (D and F value of genetic type = 5.48; F value of irradiation = 62.88) of p21 and NeuN in primary neurons cocultured with or without the conditioned medium from microglia. (E and F) SA-β-Gal staining (E, scale bar, 100 μm) and the quantification (F; F value of genetic type = 19.49; F value of irradiation = 158.00) of primary neurons cocultured with or without the conditioned medium from microglia. (G) Heatmap of the significant differential metabolites in the culture medium of primary *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR microglia. (H and I) Relative mRNA levels of pro-inflammatory factors IL-1β, TNF-α (H) and anti-inflammatory factor IL-6 (I) in the cortex of *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice (*n* = 3 per group). AEP, asparagine endopeptidase; LGMN, legumain; MG, microglia; CM, conditioned medium; IR, irradiation; SA-β-Gal, senescence-associated β-galactosidase. Data are represented as mean ± SD. two-way ANOVA tests were used in (D and F), and Student’s *t* tests were used in (H and I). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

To identify the microglial metabolites influencing neuronal senescence following irradiation, metabolomic sequencing was conducted in the conditioned media from *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR microglia, and 34 significantly different metabolites were discovered among these three groups. Four metabolites (3-bromopyruvate, L-asparagine anhydrous, carnitine C20:5, and nicotinamide) were first decreased following irradiation in the conditioned medium of *Lgmn*^+/+^-IR microglia than those in *Lgmn*^+/+^-Sham microglia, and then increased by knockout of *Lgmn* in *Lgmn*^−/−^-IR microglia, whereas another eight metabolites (D-glucono-1,5-lactone, gulonolactone, arabitol, ribitol, 12-HOME, L-3-phenyllactic acid, DL-3-phenyllactic acid, and tropate) were the opposite (Figure 6G). Most of these metabolites are involved in the regulation of inflammation in the immune microenvironment. Considering that AEP may participate in the regulation of inflammation in a variety of diseases,^36^^,^^37^^,^^38^ RT-qPCR was performed in the cortex of *Lgmn*^+/+^-Sham, *Lgmn*^+/+^-IR, and *Lgmn*^−/−^-IR mice, revealing that whole-brain irradiation led to an increased expression of pro-inflammatory factors *Il-1β* and *Tnf-α* and a decreased expression of anti-inflammatory factor *Il-6*, which were notably reversed by knockout of *Lgmn* (Figures 6H and 6I).

### Esomeprazole mitigated RIBI by inhibiting AEP’s enzymatic activity

AEP acts as a protein hydrolase, and its enzymatic activity can be inhibited by PPI drugs, which suppress breast cancer metastasis.^39^^,^^40^ To determine whether esomeprazole is capable of inhibiting the enzymatic activity of AEP in the CNS, intraperitoneal injections of 10 and 20 mg/kg esomeprazole were administered daily to mice, and we found that 10 mg/kg esomeprazole exhibited better potential (Figures 7A and S7). Therefore, 10 mg/kg esomeprazole was daily administrated to *Lgmn*^+/+^-IR mice (IR + Eso), while saline vehicle of the same dosage was administered to *Lgmn*^+/+^-IR (IR + Vehicle) and *Lgmn*^+/+^-Sham mice (Sham) daily, respectively, for 8 weeks. Furthermore, several behavioral experiments were conducted to explore the effectiveness of esomeprazole application in relieving RIBI.

**Figure 7:**
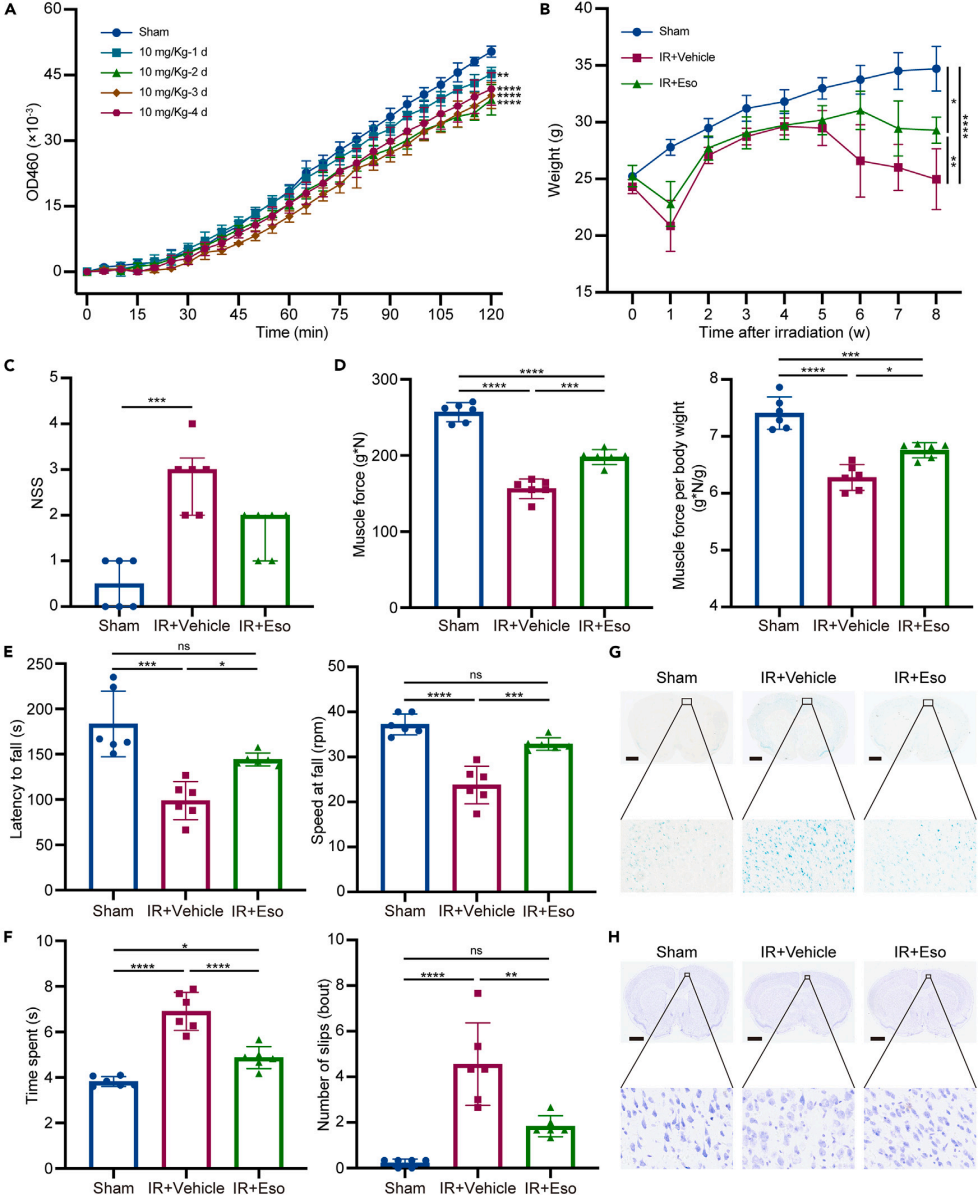
Esomeprazole mitigated radiation-induced brain injury by inhibiting AEP’s enzymatic activity (A) AEP’s enzymatic activity in the cortex of WT mice with or without intraperitoneal injection of 10 mg/kg esomeprazole (*n* = 3 per group; F value = 47.63). (B) Body weight of Sham, IR + Vehicle and IR + Eso mice (*n* = 6 per group; F value of esomeprazole = 12.47; F value of irradiation = 37.41). (C) Neurological severity score tests of Sham, IR + Vehicle and IR + Eso mice (*n* = 6 per group). (D) Muscle force tests of Sham, IR + Vehicle and IR + Eso mice (*n* = 6 per group; F value of esomeprazole = 37.44 and 13.74 in the left and right panel, respectively; F value of irradiation = 218.10 and 76.80 in the left and right panel, respectively). (E) Rotarod tests of Sham, IR + Vehicle and IR + Eso mice. The left panel is the latency of mice falling from the rod, and the right panel is the speed of the rod when mice fell (*n* = 6 per group; F value of esomeprazole = 10.32 and 29.85 in the left and right panel, respectively; F value of irradiation = 35.75 and 65.38 in the left and right panel respectively). (F) Balance beam tests of Sham, IR + Vehicle and IR + Eso mice. The left panel is the time spent traveling the distance of 80 cm of the beam, and the right panel is the number of slips that happened during the travel (*n* = 6 per group; F value of esomeprazole = 37.89 and 18.98 in the left and right panel respectively; F value of irradiation = 87.14 and 48.08 in the left and right panel, respectively). (G) SA-β-Gal staining of frozen brain sections from Sham, IR + Vehicle and IR + Eso mice 8 weeks following whole-brain irradiation (scale bar, 1 mm). (H) Nissl staining of frozen brain sections from Sham, IR + Vehicle and IR + Eso mice 8 weeks following whole-brain irradiation (scale bar, 1 mm). AEP, asparagine endopeptidase; IR, irradiation; Eso, esomeprazole; NSS, neurological severity score; SA-β-Gal, senescence-associated β-galactosidase. Data are represented as median ± IQR in (C), whereas the other data are represented as mean ± SD. One-way ANOVA tests were used in (A), two-way ANOVA tstes were used in (B, D–F), and Kruskal-Wallis tests were used in (C). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, ns = not significant. See also Figure S7.

Results of behavioral experiments between IR + Vehicle and Sham mice were similar to those between *Lgmn*^+/+^-IR mice and *Lgmn*^+/+^-Sham mice (Figures 7B–7F). Like the depletion of *Lgmn*, the inhibition of AEP’s enzymatic activity by esomeprazole in IR + Eso mice alleviated whole-brain irradiation-induced body weight loss and elevated neurological severity scores (NSS) when compared with IR + Vehicle mice (Figures 7B and 7C). Additionally, esomeprazole administration relieved the irradiation-induced muscle force loss by 41.43% and 40.00% when normalized to body weight (Figure 7D). Moreover, IR + Eso mice sustained 45.50 s more than IR + Vehicle mice did on the rotarod and 38.32% quicker speed of rotarod before falling (Figure 7E). Furthermore, IR + Eso mice spent 2.03 s less than IR + Vehicle mice did in passing the 80 cm balance beam, with 59.86% fewer slips (Figure 7F). At the cellular level, esomeprazole inhibited irradiation-induced neuronal senescence and loss of Nissl bodies (Figures 7G and 7H). Collectively, these findings suggest that inhibiting the enzymatic activity of AEP via the intraperitoneal injection of esomeprazole might alleviate RIBI.

## Discussion

To clarify the effect of AEP on RIBI, WT mice were exposed to whole-brain irradiation and detected aberrantly increased mRNA and protein expression levels of AEP, as well as neurological deficits relevant to RIBI. Co-culturing of neurons with the conditioned medium from irradiated microglia confirmed the role of AEP in mediating the antigen processing and presentation pathway of microglia. Metabolomic sequencing revealed the role of AEP in neuroinflammation in RIBI. Blockade of AEP by transgenic depletion or esomeprazole administration effectively rescued irradiation-induced neuronal senescence and mitigated the associated neurological impairment.

RIBI observed on MRI, including necrotic lesions and edema, was reported to appear at 6 weeks and become apparent 8 weeks post-irradiation in mice in a previous study.^24^ However, in our study, only signal intensity differences and not organic lesions were detected. This variability may be explained by the localized gamma-ray irradiation at 50 Gy used in that study, which was five times stronger than ours, causing severer damage that was easier to identify using MRI.^24^ This study chose dose of X-rays in whole-brain irradiation to be 10 Gy, considering the idea that the peritumoral normal brain tissue may receive a small dose of radiation during radiotherapy in patients with brain tumors, which is consistent with previous literature reports.^23^ Moreover, mice exposed to whole-brain irradiation at 10 Gy in this study did not exhibit MRI-detectable lesions at 8 weeks post-irradiation or even at 12 weeks (data not shown). We speculate that a time of more than 12 weeks cannot detect whole-brain irradiation-induced brain lesions, as mice may not be viable until they develop MRI-visible lesions owing to the excessive damage caused by whole-brain irradiation.

Regarding the mechanisms associated with RIBI, microglia-related inflammation of the CNS plays an important role in RIBI.^22^^,^^23^^,^^43^^,^^44^^,^^45^ Although microglial activation initially contributes to the phagocytosis of dead cells, sustained microglial activation would activate the chronic inflammatory state of the brain.^46^^,^^47^ Increased levels of inflammatory factors and polarization of microglia toward the pro-inflammatory (M1) phenotype after brain irradiation may be associated with neuronal damage and cognitive decline.^21^^,^^48^^,^^49^^,^^50^ This study investigated the activation of microglia following irradiation; this activation promotes neuronal senescence and impairs cortical function in mice.

AEP plays an important role in the polarization of pro-inflammatory (M1) and anti-inflammatory (M2) phenotypes in macrophages/microglia. AEP is overexpressed by anti-inflammatory (M2) macrophages and plays an anti-fibrotic role in obstructive nephritis, whereas it exhibits a pro-inflammatory (M1) phenotype in carotid atherosclerosis and worsens the disease.^36^^,^^37^ Although different studies hold different views on AEP-mediated macrophage polarization outside the CNS, the current studies suggest that AEP primarily mediates microglial polarization toward pro-inflammatory (M1) phenotype and promotes inflammation in the CNS. Particularly in AD, the knockout of *Lgmn* in mice alleviates neuroinflammation and AD pathologies, indicating the pro-inflammatory effect of AEP in the brain.^38^ Similar to AD, irradiation of the brain upregulated the expression of AEP and promoted the neuroinflammatory effect of microglia, whereas *Lgmn* knockdown attenuated neuroinflammation and mitigated neurological deficits.

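Of the 6 genes shown for the antigen processing and presentation pathway, 4 had enough counts to be tested. The processing was varied in 16 ways, the replicate number as a block and the omission of each library included. The log2 fold change of *H2-T23* lay between −3.04 and −1.74, that of *Hspa1b* between 2.38 and 3.03, that of *H2-D1* between 1.71 and 1.98 and that of *Ide* between 1.19 and 1.42, and each stayed past both thresholds for DEGs in all 16. The paper took these genes from the same libraries, so this shows stability to the processing and is no independent evidence. Reads shared between similar genes, or alleles unlike the reference, would remain in every alternative.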

Bulk RNA sequencing revealed that *Lgmn* knockdown resulted in changes to the expression profiles of several genes in the irradiated cortex, of which the *H2-T23* was downregulated in *Lgmn*^−/−^-IR mice, whereas the *Hspa1b*, *Raet1e*, *H2-D1*, *Gm70770*, and *Ide* were upregulated in *Lgmn*^−/−^-IR mice. It is reported that *H2-T23* is a nonclassical major histocompatibility complex Ib (MHC Ib) class molecule in mice and is involved in the regulation of immune responses through interactions with inhibitory receptors of CD8^+^ T cells and natural killer (NK) cells.^51^ Moreover, *H2-D1* is a major component of the MHC I class of molecules, which are expressed by neurons and microglia and are modulated during aging in mice, and are also associated with the regulation of pro-inflammatory genes.^52^ Meta-analysis of aging data from human brains also suggests that the expression of MHC I is age-related. The induction of MHC I signaling with age may lead to altered synaptic regulation and impaired synaptic plasticity. The results of bulk RNA sequencing in this study suggest that AEP can modulate the inflammatory environment within the CNS through the MHC I pathway and affect neuronal senescence, and thus mediate RIBI.

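To look at MHC class I genes together, the counts of the 32 genes whose symbols match a class I heavy chain were summed in each library. The sum was 92.6 ± 3.3 CPM in *Lgmn*+/+-IR and 175.0 ± 30.3 CPM in *Lgmn*-/--IR (SD, n = 3 each), 1.89-fold higher. Each *Lgmn*-/--IR library was above each *Lgmn*+/+-IR library (two-sided exact permutation test, *p* = 0.10, the smallest that 3 libraries against 3 allow). Paired by replicate number, the exact *p* was 0.25, the smallest that 3 pairs allow. The symbols also match *H2-Ke6*, which encodes no heavy chain. Without it, a setting chosen after seeing the data, the sum was 69.3 ± 4.3 and 162.3 ± 29.5 CPM, 2.34-fold higher. With all 32 genes kept and FPKM summed in place of counts, the sum was 1.43-fold higher. The rise comes from *H2-D1* and *H2-T10*. Without these 2 genes, also a setting chosen after seeing the data, the sum fell from 61.7 ± 1.8 to 43.6 ± 8.5 CPM (0.707-fold), and without *H2-Ke6* as well from 38.4 ± 2.7 to 30.9 ± 7.4 CPM (0.803-fold, exact permutation test, *p* = 0.20). Of the 15 genes matched that could be tested, 14 heavy chain genes and *H2-Ke6*, 3 were higher and 1 was lower past both thresholds. *H2-T10*, which the annotation lists as a polymorphic pseudogene, had a log2 fold change of 3.42 (standard error 0.12, adjusted *p* = 1.89e-05 from edgeR's quasi-likelihood test, and 0.00228 with the replicate number as a block). *H2-K1* did not differ detectably (log2 fold change 0.03, standard error 0.38, adjusted *p* = 0.975), and its sign changed with the block (−0.12). *H2-T22* was lower by less than the threshold (log2 fold change −0.71, adjusted *p* = 0.0435, and 0.135 with the block). *B2m*, whose protein pairs with every class I heavy chain, had 42.5 ± 2.00 CPM in *Lgmn*+/+-IR and 87.8 ± 30.0 in *Lgmn*-/--IR (log2 fold change 1.05, standard error 0.25, adjusted *p* = 0.0786, and 0.185 with the block). *B2m* and *H2-T22* each became a DEG under 2 of 16 alternatives. The transporter gene *Tap1* did not differ (log2 fold change −0.03, adjusted *p* = 0.944).

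Sets of genes for microglia, inflammation and senescence did not pass 0.05 with camera. The *p* values were 0.475 for microglia genes, 0.564 for inflammation genes and 0.126 for p53 and senescence genes, and 0.407, 0.649 and 0.120 with the block (mean correlation of same-numbered libraries −0.109). *Cdkn1a*, which encodes p21, had 74.2 ± 6.26 CPM in *Lgmn*+/+-IR and 75.3 ± 6.63 in *Lgmn*-/--IR (log2 fold change 0.02, standard error 0.11, adjusted *p* = 0.937). This is mRNA of whole cortex on day 3. The paper measured p21 as protein, by immunoblotting and by immunofluorescence with a neuronal marker, so the mRNA does not test that result. Of the 22 p53 and senescence genes tested, *Btg2* (log2 fold change −0.95, adjusted *p* = 0.0313, and 0.107 with the block) and *Trp53inp1* (log2 fold change −0.68, adjusted *p* = 0.0493, and 0.145 with the block) were lower in *Lgmn*-/--IR by less than the threshold on the fold. *Btg2* became a DEG under 2 of 16 alternatives and *Trp53inp1* under none. *Cdkn2a*, which encodes p16, was below the filter on low counts and was not tested. It had 4, 4 and 12 counts in *Lgmn*+/+-IR and 2, 3 and 0 in *Lgmn*-/--IR (at least 2.25-fold lower). Of the inflammatory genes that the paper names, *Il1b* had between 2 and 19 counts per library (log2 fold change 0.16, standard error 0.71, adjusted *p* = 0.927). *Tnf*, *Ccl2* and *Ccr2* were below the filter on low counts, and *Il6* had no count in any library, so differences in them were not detectable at this depth. *Serpina3n*, another gene of the inflammation list, was lower in *Lgmn*-/--IR by less than the threshold on the fold (log2 fold change −0.83, adjusted *p* = 0.0373, and 0.0981 with the block). *Serpina3n* starts at 104406729 on chromosome 12, within 10 Mb of *Lgmn*, and an effect of that position on its value was not tested. From the sequencing results the paper proposes that AEP acts on the inflammatory environment through MHC I.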

Furthermore, metabolites are crucial to disease progression. For instance, 3-bromopyruvate is neuroprotective in aging-related disorders because of its antioxidant potential at the mitochondrial level and autophagy regulation.^53^ Most tumor cells depend highly on aerobic glycolysis rather than mitochondrial oxidative phosphorylation for energy. Interestingly, 3-bromopyruvate, a small-molecule alkylating agent that is a potential inhibitor of glycolysis, targets the process of glycolysis without inhibiting the oxidative phosphorylation of mitochondria in tumor cells, and thus inhibits tumor cells without affecting the function of normal cells.^54^ Moreover, eicosapentaenoic acid (carnitine C20:5) reduces inflammation and oxidative stress in AD.^55^ Nicotinamide administration can induce elevated NAD^+^ levels, which can alleviate inflammation, improve aging-related functional deficits, and combat neurodegenerative diseases.^56^^,^^57^ Furthermore, L-asparagine deprivation inhibits protein synthesis and metabolism.^58^ Metabolomic sequencing in this study revealed that 3-bromopyruvate, carnitine C20:5, nicotinamide, and anhydrous L-asparagine decreased following whole-brain irradiation but were rescued by *Lgmn* depletion. Therefore, it is highly likely that whole-brain irradiation induces metabolic changes in microglia, reinforcing RIBI, whereas depletion of *Lgmn* rescues this progression.

The role of AEP varies. AEP is associated with myocardial infarction, malignancies, and neurodegenerative diseases.^30^^,^^31^^,^^32^^,^^33^^,^^59^ Moreover, in ischemia and seizure, AEP triggers DNA damage by cleaving DNase.^60^ In addition, *Lgmn* knockout reduced the level of depression-like and anxiety-like behavior, and augmented the spatial cognition.^61^ Here, we discovered the protective role of *Lgmn* knockout in RIBI and the related neurological impairments. Although AEP did not increase immediately in the hippocampus following whole-brain irradiation significantly, its protein expression was elevated 8 weeks later, and it partially alleviated whole-brain irradiation-induced hippocampus injury.

The glioblastoma’s tumor microenvironment causes senescence of the adjoining normal brain tissue after radiotherapy, and creates a senescence-associated secretory phenotype and promotes tumor recurrence in turn.^20^ Interestingly, p21 depletion abrogated irradiation-induced senescence and inhibited tumor progression and recurrence.^20^ Given the pro-tumor role of AEP in glioma via the cleavage of wild type-p53, Tmod3, and DDX3X, AEP also serves as a potential target for treating glioma.^30^^,^^31^^,^^32^ Therefore, in conjunction with our experimental results, the inhibition of AEP reduced tumor progression and decreased senescence-induced tumor recurrence in the CNS after radiotherapy. This dual antitumor effect makes AEP a potential therapeutic target for the treatment of glioma.

AEP exerts its enzymatic activity mainly in its cleaved form and specifically cleaves peptide bonds at asparaginyl residue.^28^^,^^29^ PPI medications function as direct covalent inhibitors of AEP through disulfide bonds with the sulfhydryl (SH) group of the protease active site,^40^^,^^41^ the effect of which in the CNS was confirmed by our results. Employing esomeprazole at 10 mg/kg minimized RIBI by inhibiting the enzymatic activity of AEP and could be considered a potential therapy for preventing RIBI. AEP has been reported to specifically cleave SET, an inhibitor of DNase, and thus induces DNA damage during seizures and cerebral ischemia, which may represent a possible mechanism by which AEP regulates RIBI.^60^ However, the specific AEP substrate that mediates RIBI requires further investigation.

In summary, our investigation revealed that AEP plays an important role in RIBI via mediating neuronal senescence by targeting microglia. Targeting AEP by pharmaceutical application of the PPI esomeprazole is promising for alleviating RIBI.

### Limitations of the study

AEP exerts its function by specific cleavage of substrates at asparaginyl residues. In this study, inhibition of the enzymatic activity of AEP alleviated RIBI, demonstrating its enzymatic function in the regulation of RIBI. However, the specific substrate that might be cleaved by AEP to regulate RIBI has not yet been identified and requires further exploration. In addition, all animal experiments were performed in male mice, where may exist some bias, and further parallel animal experiments in female mice are required.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Sheep anti-mouse legumain polyclonal antibody, unconjugated	R and D Systems	Cat# AF2058; RRID:AB_2234536
Mouse monoclonal anti-beta actin (HRP conjugated)	Abways	Cat# AB2001; RRID:AB_3076723
Rabbit polyclonal anti-p21	Proteintech	Cat# 28248-1-AP; RRID:AB_2881097
Rabbit monoclonal anti-p16INK4a	Abcepta	Cat# AP11690b; RRID:AB_10818914
Goat polyclonal anti-rabbit IgG H&L (HRP conjugated)	Abcam	Cat# ab6721; RRID:AB_955447
Rabbit polyclonal anti-sheep IgG H&L (HRP conjugated)	Abcam	Cat# ab6747; RRID:AB_955453
Mouse monoclonal anti-NeuN	Cell Signaling Technology	Cat# 94403; RRID:AB_2904530
Rabbit monoclonal anti-SOX9	Huabio	Cat# ET1611-56; RRID:AB_2924312
Rabbit monoclonal anti-Iba1	Cell Signaling Technology	Cat# 17198; RRID:AB_2820254
Rat monoclonal anti-CD68	Bio-Rad	Cat# MCA1957; RRID:AB_322219
Goat polyclonal anti-Iba1	FUJIFILM Wako Shibayagi	Cat# 011–27991; RRID:AB_2935833
Donkey polyclonal anti-sheep IgG H&L (Alexa Fluor® 488)	Abcam	Cat# ab150177; RRID:AB_2801320
Donkey polyclonal anti-mouse IgG H&L (Alexa Fluor® 594)	Abcam	Cat# ab150108; RRID:AB_2732073
Donkey polyclonal anti-goat IgG H&L (Alexa Fluor® 594)	Abcam	Cat# ab150132; RRID:AB_2810222
Donkey polyclonal anti-rabbit IgG H&L (Alexa Fluor® 488)	Abcam	Cat# ab150073; RRID:AB_2636877
Donkey polyclonal anti-rabbit IgG H&L (Alexa Fluor® 594)	Abcam	Cat# ab150076; RRID:AB_2782993
Donkey polyclonal anti-rat IgG H&L (Alexa Fluor® 647)	Abcam	Cat# ab150155; RRID:AB_2813835

**Chemicals, peptides, and recombinant proteins**		

TRIzol	Invitrogen	Cat# 15596026
RIPA buffer	Solarbio Life Sciences	Cat# R0010
EDTA-free protease inhibitor cocktail	Roche	Cat# 4693132001
PVDF membrane	Millipore	Cat# IPVH00010
Donkey serum	Solarbio Life Sciences	Cat# SL050
DAPI staining solution	Beyotime Biotech. Inc.	Cat# C1006
Nissl staining solution	Beyotime Biotech. Inc.	Cat# C0117
Neutral balsam mounting medium	Sangon Biotech	Cat# E675007
Anti-fade mounting medium	Sangon Biotech	Cat# E675011
Papain	Sigma-Aldrich	Cat# P4762
DNase I	Roche	Cat# 11284932001
Neurobasal-A medium	Gibco	Cat# 10888022
B27 supplement without vitamin A	Gibco	Cat# 12587010
Fetal bovine serum	Gibco	Cat# 10100147
GlutaMAX	Gibco	Cat# 35050079
Penicillin-streptomycin	Gibco	Cat# 15140122
Poly-D-lysine	Sigma-Aldrich	Cat# P6407
Trypsin	Gibco	Cat# 15050065
Dulbecco’s modified Eagle medium	Gibco	Cat# 11965092
Z-Ala-Ala-Asn-AMC	MCE	Cat# HY-136626

**Critical commercial assays**		

HiScript II 1st strand cDNA synthesis kit (+gDNA wiper)	Vazyme BioTech	Cat# R212-02
ChamQ SYBR qPCR master mix	Vazyme BioTech	Cat# Q341-02
Mouse tail direct PCR kit	Share-Bio	Cat# SB-201
Senescence β-galactosidase staining kit	Beyotime	Cat# C0602

**Deposited data**		

Raw and analyzed data of bulk RNA sequencing	This paper	GEO: GSE246261
Raw and analyzed data of metabolomic sequencing	This paper	MetaboLights: MTBLS9647

**Experimental models: Cell lines**		

Mouse primary cortical neuron	This paper	N/A
Mouse primary cortical microglia	This paper	N/A

**Experimental models: Organisms/strains**		

Mouse: *Lgmn*^+/+^: BALB/c	This paper	N/A
Mouse: *Lgmn*^−/−^: BALB/c	This paper	N/A
*Lgmn*^*flox*/+^: *Flp*^+^: BALB/c mouse	Shanghai Model Organisms Center, Inc.	N/A
BALB/c mouse	Shanghai JieSiJie Laboratory Animal Co., Ltd.	N/A

**Oligonucleotides**		

Primers used in this study, see Tables S1 and S2	This paper	N/A

**Software and algorithms**		

Image Lab 6.1.0	Bio-Rad Laboratoried, Inc.	https://www.bio-rad.com/en-cn/product/image-lab-software
RadiAnt DICOM Viewer 2023.1	Medixant	https://www.radiantviewer.com/
VisuTrack XR-VT	Shanghai XinRuan Information Technology Co.	https://www.shxinruan.com/
GraphPad Prism 10.0.3	GraphPad Software	https://www.graphpad.com/
RStudio 2023.06.01 + 524	Posit Software, PBC	https://www.rstudio.com/categories/rstudio-ide/
R 4.3.1	The R Foundation for Statistical Computing	https://www.r-project.org

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Yingying Lin ().

#### Materials availability

Mouse lines generated in this study are available upon request from the lead contact, Yingying Lin ().

#### Data and code availability

• Bulk RNA-seq data and metabolomic sequencing have been deposited at GEO and MetaboLights respectively, and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. Original western blot images and microscopy data reported in this paper are available from the lead contact upon request.
• No original code has been generated in this study.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Animals and ethics statement

WT BALB/c mice were purchased from Shanghai JieSiJie Laboratory Animal Co., Ltd. *Lgmn*^*flo*x/+^: *Flp*^+^ mice were generated by the Shanghai Model Organisms Center, Inc. *Lgmn*^+/+^ BALB/c mice (male, 6–8 weeks old) and *Lgmn*^−/−^ mice (male, 6–8 weeks old) were used in this study. All mice were housed in an SPF environment with a 12-h light-dark cycle, in addition to sufficient regular laboratory mouse diet and water. Same-sex littermates were randomly assigned to different experimental groups. This study was approved by the Ethics Committee of Ren Ji Hospital (RA-2022-185). No effort was spared to refine the procedure to reduce the number and suffering of mice used in the experiment.

#### Primary cell cultures

Primary cortical neurons and microglia were isolated from the cortex of neonatal male *Lgmn*^+/+^ or *Lgmn*^−/−^ mice under 2 days of age. Primary neurons and microglia were cultured in a humidified 37°C and 5% CO_2_ incubator. The purity of primary neurons and microglia was detected by immunofluorescence analysis using anti-NeuN and anti-Iba1, respectively.

### Method details

#### Genetic editing of mice

Briefly, ES cell targeting vector was constructed using the Infusion method, which contains 3.0 kb 5′ homologous arm, 0.7 kb flox region, PGK-Neo-polyA, 3.0 kb 3′ homologous arm and MC1-TK-polyA negative screening marker. The vector was linearized and electro-transfected into ES cells. A positive clone with the correct homologous recombination was obtained by long-fragment PCR identification. The positive ES cell clone was amplified and injected into blastocysts of BALB/c mice to generate chimeric mice. A high percentage of chimeric mice were mated with Flp mice to obtain five positive F1 generations of de-Neo heterozygous (*Lgmn*^*flox*/+^: *Flp*^+^) mice.

After acquiring *Lgmn*^*flox*/+^: *Flp*^+^ mice, *Lgmn*^*flox*/+^ mice were obtained by mating *Lgmn*^*flox*/+^: *Flp*^+^ mice and WT mice, and then mating with Cre mice to generate *Lgmn*^*flox*/+^: *Cre*^+^ mice. Finally, *Lgmn*^*flox*/+^ mice were mated with *Lgmn*^*flox*/+^: *Cre*^+^ mice to generate *Lgmn*^*flox/flox*^: *Cre*^+^ (*Lgmn*^−/−^) mice.

#### Culture of primary neurons and microglia

Neonatal male mice under 2 days of age were euthanized, and their cortices were obtained under sterile conditions on ice.

For culture of primary neurons, the cortex was dissected into small pieces with sharp scissors followed by 1 mg/mL papain with 0.5 μg/mL DNase Ⅰ for 30 min at 37°C, stopped by and suspended in the Neurobasal-A medium containing 2% B27, 5% FBS, 0.25× GlutaMAX and 1% penicillin-streptomycin. Cells were then plated on 24-well plates with slide coated with 0.1 mg/mL PDL at the density of 1 × 10^5^ cells/cm^2^ in a humidified 37°C and 5% CO_2_ incubator. The medium was changed to the Neurobasal-A medium containing 1% penicillin-streptomycin the next day, and it was changed by half every 3 days. The purity of primary neurons was determined by immunofluorescence analysis with anti-NeuN.

Primary microglial culture was performed based on previous protocols.^62^^,^^63^ Briefly, the cortex was dissected into small pieces with sharp scissors followed by 0.125% Trypsin with 0.25 μg/mL DNase Ⅰ for 15 min at 37°C, stopped by and suspended in the DMEM medium containing 10% FBS and 1% penicillin-streptomycin. Cells were then plated on cell culture flasks coated with 0.01 mg/mL PDL at the density of 5 × 10^4^ cells/cm^2^ in a humidified 37°C and 5% CO_2_ incubator. The medium was changed the following day to remove cellular debris. After astrocytes achieved confluence and formed the layer supporting the growth of microglia, microglia were mechanically isolated by shaking the flask at 200 rpm for 2 h at 37°C. The collected microglia were plated and purified through differential adherence by replacing the culture medium to remove loosely adhering cells 30 min after plating in an incubator. The medium was changed the next day and every 5 days thereafter. The purity of primary microglia was determined by immunofluorescence analysis with anti-Iba1.

For the co-culture experiment, primary *Lgmn*^+/+^ and *Lgmn*^−/−^ microglia were first subjected to a single 4 Gy dose of X-rays. 24 h later, the culture medium supernatant of the irradiated microglia was used to culture primary *Lgmn*^+/+^ neurons.

#### Tail genomic DNA validation

Genomic DNA was obtained from mouse tails using a mouse tail direct PCR kit, according to the manufacturer’s instructions. *Lgmn* was amplified by PCR, separated by 2% agarose gel electrophoresis, and visualized using a ChemiDoc Imaging System (1708370, Bio-Rad, Richmond, California). The primer sequences are listed in Table S1.

#### Irradiation

The whole brain of each mouse was exposed to a single 10 Gy dose of radiation (6MV X-rays, 600 MU/min) using a medical linear accelerator (Elekta Synergy, Stockholm, Sweden) with 0° and 180° fields and a field size of 3 × 40 cm.

Primary cortical microglia were exposed to a single 4 Gy dose of radiation (6MV X-rays, 600 MU/min) using a medical linear accelerator (Elekta Synergy, Stockholm, Sweden) with 180° fields and a field size of 40 cm × 40 cm.

#### RNA extraction and transcript RT-qPCR analysis

Total RNA was extracted from the cortex and hippocampus using TRIzol Reagent (Invitrogen, Carlsbad, California), and cDNA was synthesized using a cDNA synthesis kit according to the manufacturer’s instructions. Gene expression analysis was conducted on a LightCycler 480 System (Roche, Basel, Switzerland) using the qPCR master mix reagent according to the manufacturer’s instructions. The primer sequences are listed in Table S2.

#### Immunoblotting analysis

Briefly, the cortex and hippocampus of mice were lysed in RIPA buffer containing 1/10 protease inhibitor cocktail tablet dissolved in solution, 1 mM PMSF, 1 mM Na_3_VO_4_, and 10 mM NaF, and the proteins were separated by a 10% SDS-PAGE gel via electrophoresis. Next, the proteins were electro-transferred onto PVDF membranes and blocked with 5% non-fat milk in TBST for 1 h at room temperature. Subsequently, the membranes were incubated with the indicated primary antibody at 4°C overnight. The next day, the membranes were washed three times with TBST for 5 min each and incubated with the indicated secondary antibody conjugated with HRP for 1 h at room temperature. Finally, signals were detected with a chemiluminescent HRP substrate and analyzed using Image Lab software. Each test was repeated three times.

#### Immunofluorescence analysis

Mice brains were fixed in 4% paraformaldehyde and sliced into 25 μm sections using a frozen sectioning machine (CM1950, Leica Microsystems, Wetzlar, Germany). The brain sections were permeabilized using 1% PBST (1 mL Triton X-100 in 100 mL PBS), followed by blocking with 0.3% PBST containing 10% donkey serum for 4 h at room temperature. Then, they were incubated with the indicated primary antibodies at 4°C overnight, followed by incubation of secondary antibodies at room temperature for 3 h after extensive washing with 0.3% PBST. Next, brain sections were counterstained with DAPI at room temperature for 15 min. After extensive washing, the coverslips were mounted using an anti-fade mounting medium. Signals were detected using confocal fluorescence microscopy.

Immunofluorescence analysis of cells was performed on cells adhered to slides Cell slides were gently rinsed three times with PBS, followed by fixation by using 4% PFA for 15 min at room temperature. Then cell slides were permeabilized using 0.5% PBST, followed by blocking with 0.3% PBST containing 10% donkey serum for 1 h at room temperature. Afterward, they were incubated with the indicated primary antibodies at 4°C overnight, followed by incubation of secondary antibodies at room temperature for 1 h after extensive washing with 0.3% PBST. Next, cell slides were counterstained with DAPI at room temperature for 5 min. After extensive washing, cell slides were mounted using an anti-fade mounting medium. Signals were detected using confocal fluorescence microscopy.

#### Brain MRI

Damage to the brains of mice following whole-brain irradiation was detected by 7.0 T or 3.0 T MRI scan with contrast. The signal intensity of the MRI image was quantified by RadiAnt DICOM Viewer.

#### Bulk RNA sequencing and functional enrichment analysis

Three cortical samples from *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR mice 3 days following whole-brain irradiation were quickly frozen using liquid nitrogen. Total RNA from each sample was extracted using a TRIzol kit and used to generate a cDNA library. The cDNA was sequenced by using a DNBSEQ-T7 sequencer (Sangon Biotech Co., Ltd., Shanghai, China). The raw reads were filtered using Trimmomatic (version 0.36) and mapped to the reference genome using HISAT2 (version 2.0). The gene expression values of the transcripts were computed using StringTie (version 1.3.3b). Significantly DEGs were analyzed using the limma R package in R studio, and genes with adjusted *p* value <0.05 and |log_2_(fold change)| > 1 were identified as DEGs. Functional enrichment for GO, KEGG, and GSEA were analyzed using the clusterProfiler R package with an adjusted *p* value <0.05. These results were visualized using the ggplot 2, pheatmap, and enrichplot R packages.

#### Metabolomic sequencing

Four samples of the cell culture supernatant from primary *Lgmn*^+/+^-IR and *Lgmn*^−/−^-IR microglia, 24 h after a single dose of 4 Gy irradiation, along with the cell supernatant from primary *Lgmn*^+/+^-Sham microglia, were quickly frozen using liquid nitrogen. All samples were first freeze-dried and reconstituted with a solution (Methanol: Water = 4:1, v/v) containing an internal standard, and then concentrated for LC-MS analysis by ExionLC AD and QTRAP 6500 (Metware Biotech Co., Ltd., Wuhan, China). To analyze the differential metabolites, the data were log_2_-transformed and analyzed using the MetaboAnalystR software package (Version 1.0.1) in R studio to obtain the OPLS-DA data. Variable importance in the projection (VIP) values were extracted from these data, and metabolites with VIP >1 and ANOVA *p* value <0.05 were defined as differential metabolites. The expression levels of differential metabolites were Z-score-normalized and presented as a heatmap. The identified differential metabolites were annotated using the KEGG Compound Database (https://www.kegg.jp/kegg/compound/) and mapped to the KEGG Pathway Database (https://www.kegg.jp/kegg/pathway.html). The mapped pathways with obvious regulatory roles were analyzed for metabolite enrichment.

#### Enzymatic activity assay of AEP

To measure the enzymatic activity of AEP, a specific fluorescent substrate, Z-Ala-Ala-Asn-AMC was used and cleaved by AEP to generate fluorescent AMC, based on a previous study with modification.^34^ Briefly, cortex homogenates (300 μg) were incubated with 20 μM Z-Ala-Ala-Asn-AMC in the 200 μL assay buffer (60 mM Na_2_HPO_4_, 20 mM citric acid, 1 mM EDTA, 0.1% CHAPS, and 1 mM DTT, pH 6.0). Results were quantified by measuring fluorescent intensity at 460 nm at 37°C every 5 min for 2 h in the kinetic mode.

#### Behavioral experiments

All mice were fondled for at least 10 min daily for 3 days before behavioral experiments to minimize the stress response. All behavioral experiments were performed at 10 a.m. in the same test order for each mouse. Each equipment was cleaned with 70% ethanol and dried after each test. The body weight of each mouse was measured and recorded every 7 days. Behavioral experiments were performed in a double-blind situation without knowledge of the numbering of mice or groupings to reduce bias due to subjective errors in the experimental data.

#### Muscle force test

The mouse was placed on the grip net and gently and evenly pulled back into the tail until it released the grip net. The maximum grip strength for each mouse was recorded. This experiment was repeated three times. Body weights were measured simultaneously.

#### Balance beam test

Mice were placed on one side of a 0.6 cm-wide wooden beam with a bright bulb above the mice. Mice were trained daily to crawl the beam to the opposite side and enter the dark safe box to escape light 3 days before the official experiment. During the official experiment, the time spent traveling 80 cm from the beam and the number of slips that occurred were documented and analyzed. The experiment was repeated three times for each mouse at an interval of at least 15 s.

#### Rotarod test

Mice were placed on the rod of a rotarod test apparatus. The rod was accelerated uniformly from 4 to 40 rpm in 3 min and maintained at 40 rpm for another 2 min. The latency time taken for the mice to fall from the rotarod and the speed of the rotarod when the mice fell were recorded during a 5-min period. The experiment was repeated three times for each mouse at an interval of at least 15 min.

#### Neurological severity score test

To test the neurological severity of brain injury following irradiation, a modified neurological severity score (NSS) test was applied to each mouse 8 weeks post-irradiation.^64^ The NSS consists of 10 items used to evaluate the neurological performance of each mouse, including motor ability, balance, and alertness (Table S3). Failure to complete each task item adds one point, up to a maximum of 10 points.

#### Open field test

An open field (50 cm L × 50 cm W × 40 cm H) was equally divided into 16 parts, with four middle parts considered the central area. Mice were placed in the center and allowed to move freely for 5 min, while their locomotor activities were automatically recorded by a visual-tracking system. The distance traveled and the time spent in the central and the whole area were analyzed.

#### Novel object recognition test

Novel object recognition tests were conducted based on previous studies with modifications.^65^^,^^66^^,^^67^ Briefly, a mouse was first placed in an open field (50 cm L × 50 cm W × 40 cm H) and allowed to move freely for 5 min for habituation. Then, the mouse was kept in its home cage for 24 h. Afterward, during the familiarization session, two identical objects were placed in the open field, each 8 cm away from the walls. The mouse was placed in the field, with its head positioned opposite the objects, and was allowed to move freely for 5 min. After 1-h rest in its home cage after this familiarization session, one of the objects was changed to a novel object with a different shape. The mouse was placed in the field and allowed to move freely for 5 min, and their activities were automatically recorded by a visual-tracking system in this test session. When the mouse pointed its nose toward an object with a distance less than 2 cm, it was defined as exploring the object. The time of exploring the familiar (a) and novel object (b) was analyzed. The recognition index is defined as a/(a+b) and the discrimination index is defined as (b-a)/(a+b).

#### Barnes maze test

Barnes maze tests were conducted based on a previous study with minor modifications.^68^ The maze was made of a circular 90 cm diameter black PVC slab, with 20 holes of 5 cm diameter equally spaced in the perimeter of the maze, 2 cm from the edge. An escape cage was placed under one of these 20 holes. After each experiment, the equipment was cleaned with 70% ethanol, and the PVC slab was rotated clockwise to avoid odor cues, whereas the escape cage remained in the same position.

During the habituation (day 1) and training (day 2 and 3) phases, a mouse was first placed in the center of the maze within a PVC pipe for 15 s. The mouse was then given 3 min to explore the maze. If the mouse managed to enter the target hole within 3 min, the mouse was allowed to rest in the escape cage for another 2 min. Otherwise, the mouse was gently guided toward it and given another 2 min to rest in the escape cage. Each mouse received training once on day 1, three times on day 2, and twice on day 3. During the probe (day 4) phase, the mouse was placed in the center of the maze within a PVC pipe for 15 s, and was allowed to explore the maze for 3 min. The probe phase ended after 3 min or when the mouse reached the target hole. During the probe phase, the trace of the path, time spent per quadrant, latency to enter the target hole and distance traveled were recorded by a visual-tracking system.

#### SA-β-Gal staining

The senescence of neurons and frozen brain sections was assessed by an SA-β-Gal staining kit according to the manufacturer’s manual. Briefly, frozen brain sections or neurons adhered on slides were rinsed three times with PBS, followed by fixation for 15 min at room temperature. After another three times of rinse with PBS, they were incubated with the SA-β-Gal staining solution at 37°C overnight. Finally, the samples were sealed and photographed under a bright field for subsequent analysis.

#### Nissl staining

Frozen brain sections were stained using Nissl staining solution according to the manufacturer’s instructions. Briefly, frozen brain sections were fixed in 4% PFA for 10 min, followed by two rinses with distilled water for 2 min each. Subsequently, they were stained with Nissl staining solution for ∼8 min at 37°C. Afterward, they were rinsed twice with distilled water twice and dehydrated using 95% ethanol twice for 2 min each. Finally, the sections were cleared in xylene twice for 5 min each and sealed with neutral balsam mounting medium.

### Quantification and statistical analysis

Quantitative data were first tested for normality. Mean ± standard deviation was used to describe data that conformed to a normal distribution, otherwise, median ± inter-quartile range was used to describe data that did not conform to a normal distribution. When comparing the means of the two groups of quantitative data, Student’s t test was used in data that were from a normally distributed population, otherwise, the nonparametric Mann-Whitney U-test was used. Multiple group comparisons were conducted using one-way or two-way analysis of variance (ANOVA) when data were normally distributed with homogeneity, and post-hoc tests were conducted using Dunnett’s and Tukey’s test respectively; otherwise, Kruskal-Wallis test was performed with Dunn’s test. All statistical analyses were performed using GraphPad Prism with α of 0.05 bilaterally unless otherwise stated. *p* < 0.05 was considered significant.

# Supplementary material for: Asparagine endopeptidase deficiency mitigates radiation-induced brain injury by suppressing microglia-mediated neuronal senescence
**Source:** iScience. 2024 Apr 9;27(5):109698. doi: 10.1016/j.isci.2024.109698
**Supplement:** Document S1. Figures S1–S7 and Tables S1–S3

## Supplemental Information

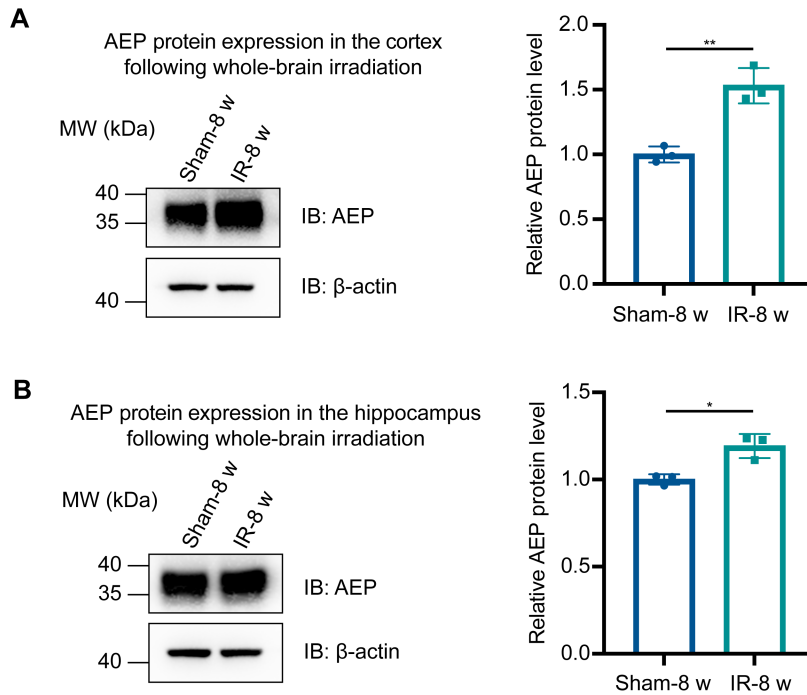

**Figure S1. AEP protein expression was elevated 8 weeks following whole-brain irradiation, related to Figure 1**

(A and B) Relative protein levels of AEP (left panel) and the quantification (right panel) in the cortex (A) and hippocampus (B) 8 weeks following whole-brain irradiation ( $n = 3$  per group).

AEP = asparagine endopeptidase; IB = immunoblotting; IR = irradiation. Data are represented as mean  $\pm$  SD. Student's  $t$  tests were used in (A and B). \*  $P < 0.05$ , \*\*  $P < 0.01$ .

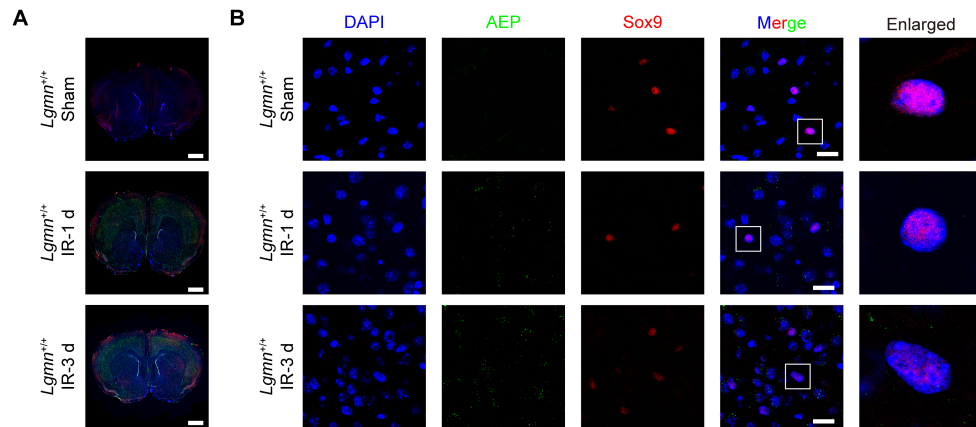

**Figure S2. AEP expression was not elevated in astrocytes in the cortex following whole-brain irradiation, related to Figure 1**

(A and B) Whole-brain section images (A, scale bar = 1 mm) and localized cortical images (B, scale bar = 20  $\mu$ m) of immunofluorescence analysis of AEP and Sox9 following whole-brain irradiation.

AEP = asparagine endopeptidase; LGMN = legumain; IR = irradiation.

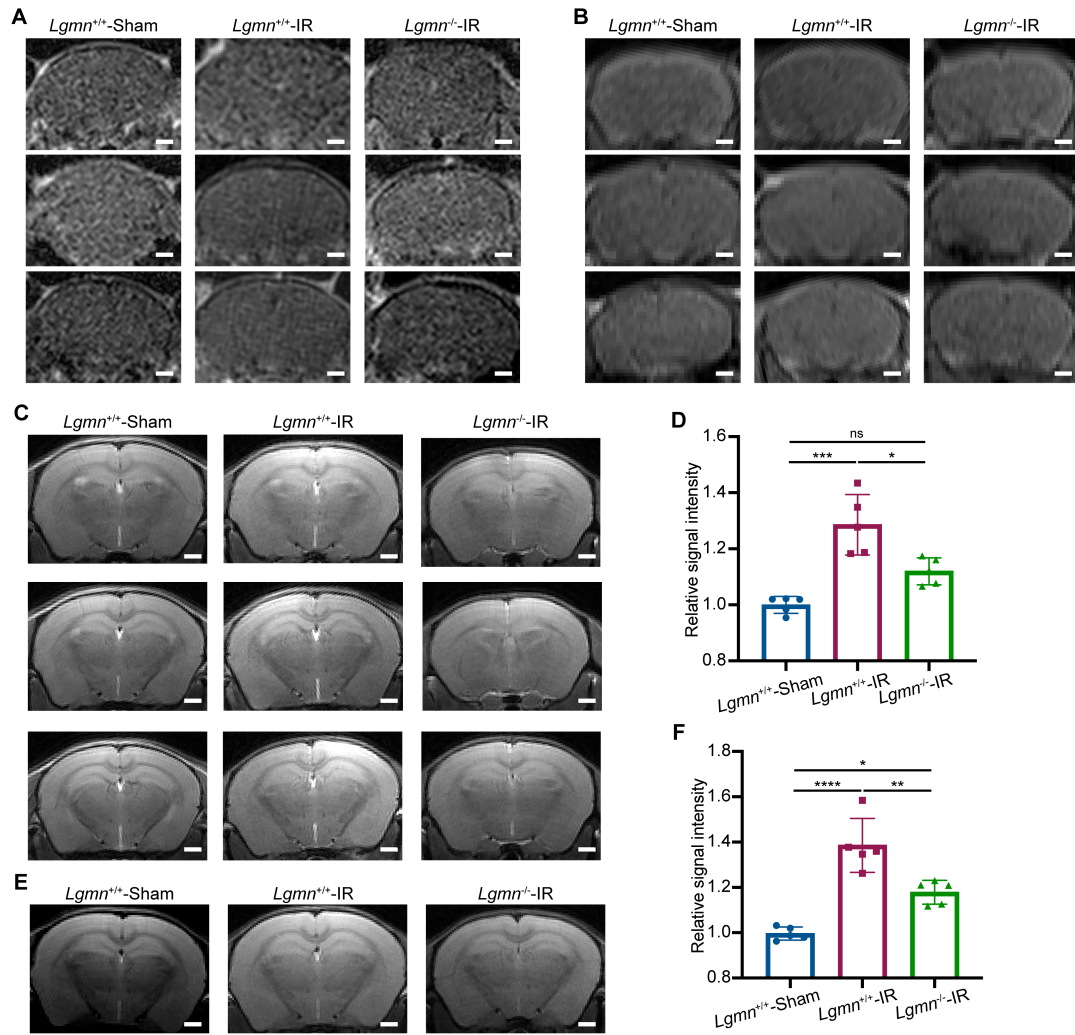

**Figure S3. Radiation-induced brain injury was lessened by *Lgmn* knockout, related to Figure 3**

(A and B) T1-weight MRI scan with contrast of the brain of *Lgmn*<sup>+/+</sup>-Sham, *Lgmn*<sup>+/+</sup>-IR and *Lgmn*<sup>-/-</sup>-IR mice at 1 week (A) and 4 weeks (B) following whole-brain irradiation (scale bar = 1 mm, n = 5 per group).

(C and D) T1-weight MRI scan with contrast of the brain of *Lgmn*<sup>+/+</sup>-Sham, *Lgmn*<sup>+/+</sup>-IR and *Lgmn*<sup>-/-</sup>-IR mice (C) and the quantification of MRI signal intensity of the cortex (D) at 6 weeks following whole-brain irradiation (scale bar = 1 mm, n = 5 per group; F value of genetic type = 13.94; F value of irradiation = 41.36).

(E and F) T1-weight MRI scan with contrast of the brain of *Lgmn*<sup>+/+</sup>-Sham, *Lgmn*<sup>+/+</sup>-IR and *Lgmn*<sup>-/-</sup>-IR mice (E) and the quantification of MRI signal intensity of the cortex (F) at 8 weeks following whole-brain irradiation (scale bar = 1 mm, n = 5 per group; F value of genetic type = 18.15; F value

of irradiation = 64.00).

LGMN = legumain; IR = irradiation. Data are represented as mean  $\pm$  SD. Two-way ANOVA tests were used in (D and F). \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ , ns = not significant.

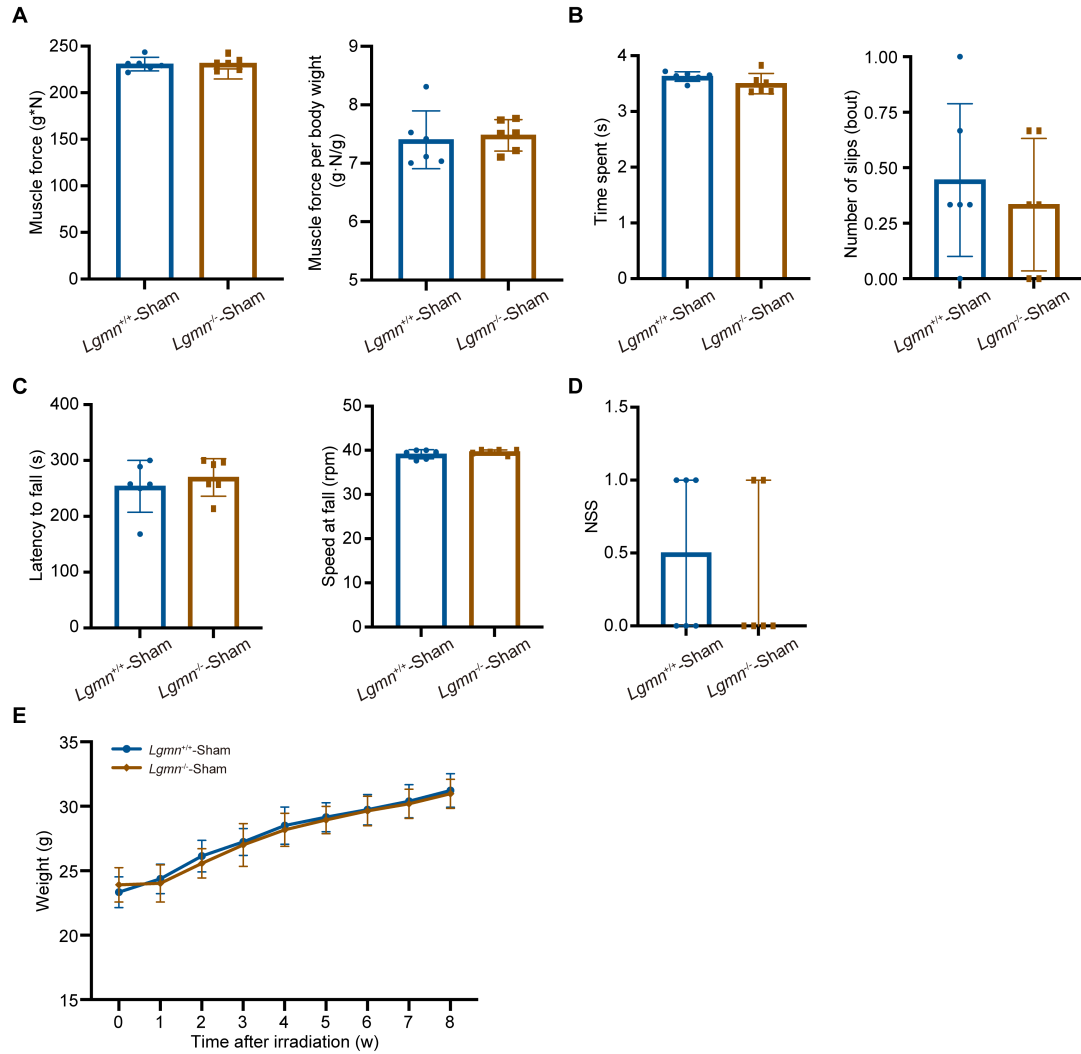

**Figure S4. The neurological behavior was not different after *Lgmn* knockout in the sham groups, related to Figure 3**

(A) Muscle force tests of *Lgmn*<sup>+/+</sup>-Sham and *Lgmn*<sup>-/-</sup>-Sham mice (n = 6 per group).

(B) Balance beam tests of *Lgmn*<sup>+/+</sup>-Sham and *Lgmn*<sup>-/-</sup>-Sham mice (n = 6 per group).

(C) Rotarod tests of *Lgmn*<sup>+/+</sup>-Sham and *Lgmn*<sup>-/-</sup>-Sham mice (n = 6 per group).

(D) Neurological severity score tests of *Lgmn*<sup>+/+</sup>-Sham and *Lgmn*<sup>-/-</sup>-Sham mice (n = 6 per group).

(E) Body weight of *Lgmn*<sup>+/+</sup>-Sham and *Lgmn*<sup>-/-</sup>-Sham mice (n = 6 per group).

LGMN = legumain; NSS = neurological severity score. Data are represented as median ± IQR in (D), whereas the other data are represented as mean ± SD. Student's *t* tests were used in (A-C and E), and Mann-Whitney U-test was used in (D).

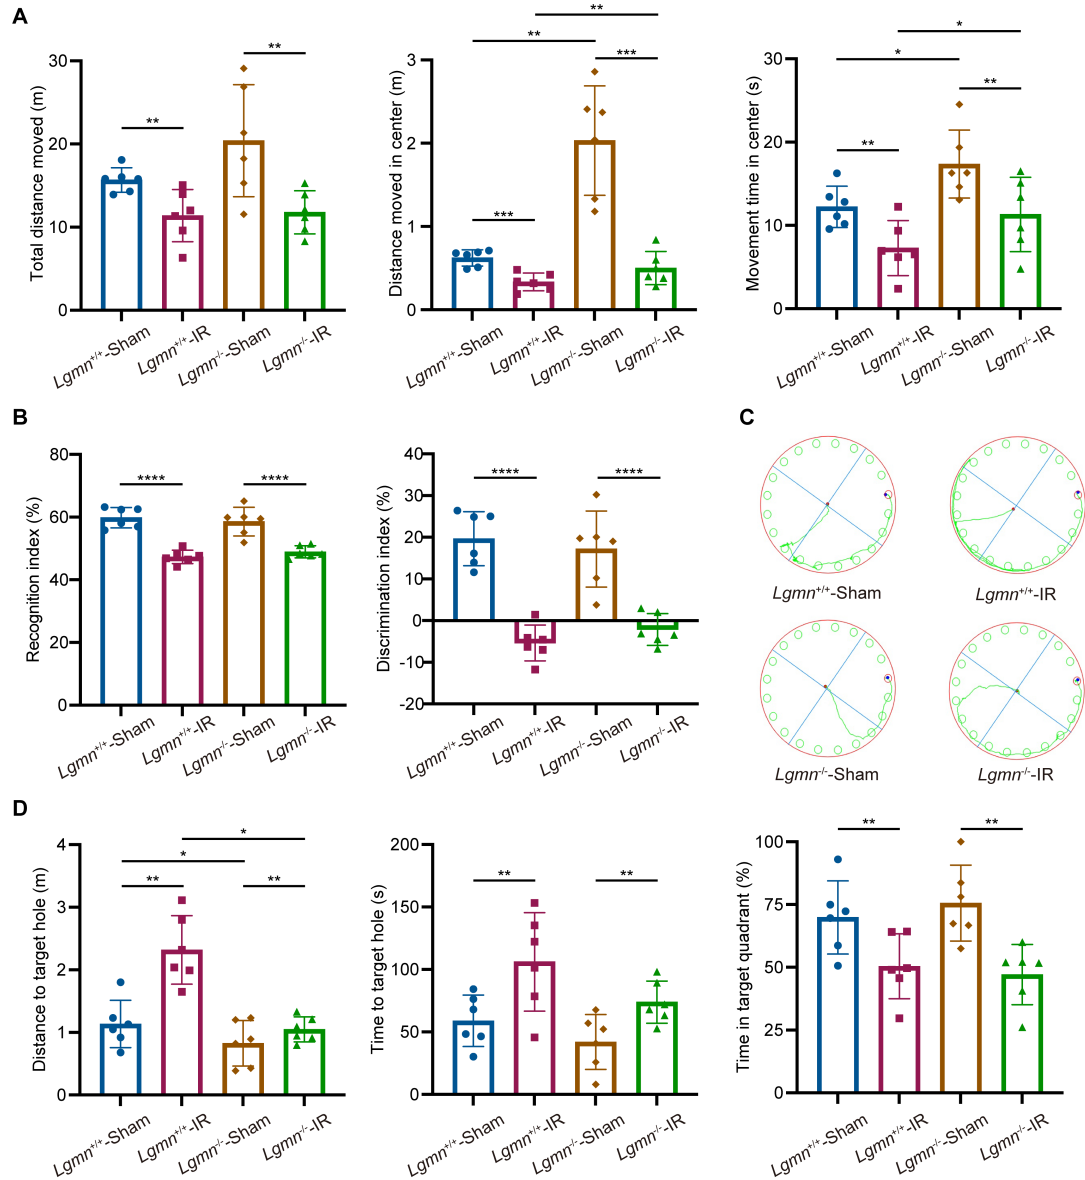

**Figure S5. The hippocampal neurological impairment following whole-brain irradiation was partially reduced by *Lgmn* knockout, related to Figure 3**

(A) Open field tests of *Lgmn*<sup>+/+</sup>-Sham, *Lgmn*<sup>+/+</sup>-IR, *Lgmn*<sup>-/-</sup>-Sham and *Lgmn*<sup>-/-</sup>-IR mice (n =6 per group). The left panel is the total distance moved in the whole field, the middle panel is the distance moved in the center, and the right panel is the time spent in the center (F value of genetic type = 2.38, 16.36 and 9.81 in the left, middle and right panel respectively; F value of irradiation = 15.01, 21.89 and 14.09 in the left, middle and right panel respectively).

(B) Novel object recognition tests of *Lgmn*<sup>+/+</sup>-Sham, *Lgmn*<sup>+/+</sup>-IR, *Lgmn*<sup>-/-</sup>-Sham and *Lgmn*<sup>-/-</sup>-IR mice (n = 6 per group). The left panel is the percentage of the time spent exploring the novel object divided by the time spent exploring both objects, and the right panel is the percentage of the time

spent exploring the novel object over the familiar object divided by the total exploration time (F value of genetic type = 0.02 and 0.02 in the left and right panel respectively; F value of irradiation = 73.53 and 73.53 in the left and right panel respectively).

(C and D) The representative tracks (C) and the quantification (D) of *Lgmn*<sup>+/+</sup>-Sham, *Lgmn*<sup>+/+</sup>-IR, *Lgmn*<sup>-/-</sup>-Sham and *Lgmn*<sup>-/-</sup>-IR mice in Barnes maze test (n = 6 per group). In (D), the left panel is the distance moved to the target hole, the middle panel is the time spent to the target hole, and the right panel is the percentage of time spent in the target quadrant (F value of genetic type = 9.81, 5.41 and 0.05 in the left, middle and right panel respectively; F value of irradiation = 14.09, 14.02 and 18.66 in the left, middle and right panel respectively).

LGMN = legumain; IR = irradiation. Data are represented as mean ± SD. Two-way ANOVA tests were used in (A, B and D). \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

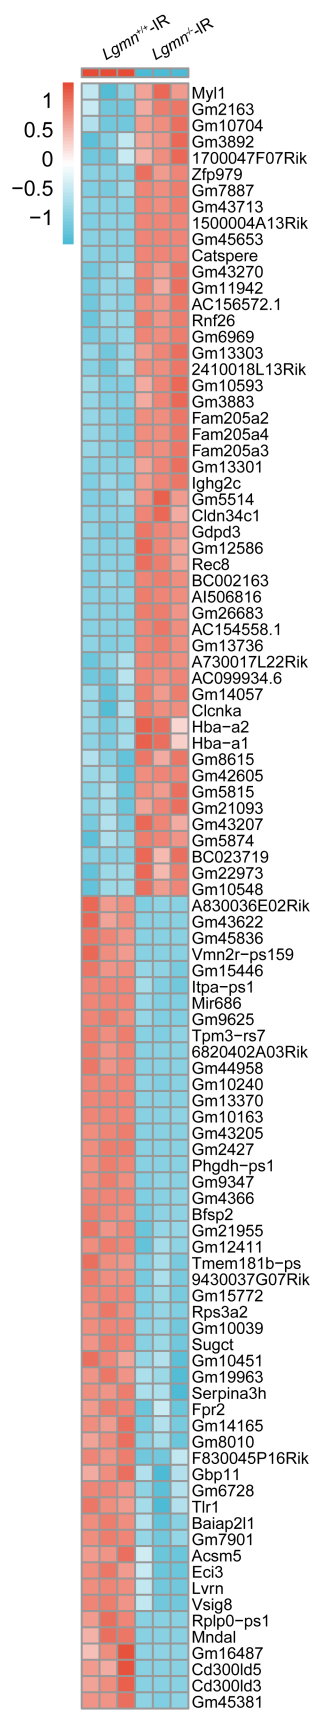

**Figure S6.** Heatmap of the bulk RNA sequencing data, related to Figure 5

The Heatmap represents the bulk RNA sequencing data of *Lgmn*<sup>+/+</sup>-IR and *Lgmn*<sup>-/-</sup>-IR mice cortex 3 days following whole-brain irradiation showing the top 50 significantly upregulated and downregulated genes.

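Of the upregulated genes in the heatmap, 50 were DEGs higher in *Lgmn*-/--IR mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 50 downregulated genes, 47 were DEGs lower in *Lgmn*-/--IR mice. *Gm16487*, *Vmn2r-ps159* and *Cd300ld5* were below the filter on low counts. They had between 6 and 24, between 9 and 17 and between 8 and 22 counts per library in *Lgmn*+/+-IR and 0 in each *Lgmn*-/--IR library, and were at least 4.73-fold, 4.26-fold and 4.40-fold lower. With the replicate number as a block (mean correlation of same-numbered libraries −0.109), 28 of the upregulated and 28 of the downregulated genes were DEGs. As the heatmap was drawn from the same libraries, this overlap is between methods and not between experiments.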

LGMN = legumain.

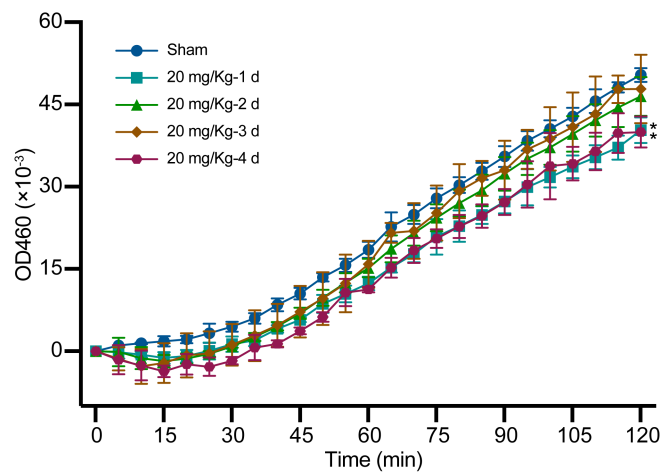

**Figure S7. Enzymatic activity assay of AEP, related to Figure 7**

AEP's enzymatic activity in the cortex of WT mice with or without intraperitoneal injection of 20 mg/kg esomeprazole (n = 3 per group; F value = 4.882).

AEP = asparagine endopeptidase. Data are represented as mean  $\pm$  SD. One-way ANOVA tests were used. \*  $P < 0.05$ .

**Table S1. Primer sequence for tail genomic DNA validation, related to STAR Methods**

| Primer      | Sequenced                |
|-------------|--------------------------|
| 5-3 primer  | TAGCCTCTGTATAGCAACAGTG   |
| C3 primer   | CGTTGATGTCGTCGGGCA       |
| Neol primer | CTCTATGGCTTCTGAGGCGGAAAG |

**Table S2. Primer sequence for RT-qPCR analysis, related to STAR Methods**

| Gene Symbol   | Forward primer 5'→3'    | Reverse primer 5'→3'    |
|---------------|-------------------------|-------------------------|
| <i>Lgmn</i>   | TGGACGATCCCGAGGATGG     | GTGGATGATCTGGTAGGCGT    |
| <i>Gapdh</i>  | AGGTCGGTGTGAACGGATTTG   | TGTAGACCATGTAGTTGAGGTCA |
| <i>H2-T23</i> | ACAGTCCCGACCCAGAGTAG    | CCACGTAGCCGACAATGATGA   |
| <i>Hspa1b</i> | GAGATCGACTCTCTGTTCGAGG  | GCCCGTTGAAGAAGTCCTG     |
| <i>Raet1e</i> | CCTCTGAACGATTTGTGCCAGG  | GCCCTGGCTTTGCGGATAAATC  |
| <i>H2-D1</i>  | TCGGCTACTACAACCAGAGC    | TAATGCTCTGCAGCACCCTCT   |
| <i>Gm7030</i> | CCCTGACCTGGCAGTTGAAT    | GTGTATCTAGGCTCCTCCCCA   |
| <i>Ide</i>    | CAGAAGGACCTCAAGAATGGGT  | GCCTCGTGGTCTCTCTTTATCT  |
| <i>Il-1β</i>  | GCAACTGTTCTGAACTCAACT   | ATCTTTTGGGGTCCGTCAACT   |
| <i>Tnf-α</i>  | CCCTCACACTCAGATCATCTTCT | GCTACGACGTGGGCTACAG     |
| <i>Il-6</i>   | TAGTCCTTCCTACCCCAATTTC  | TTGGTCCTTAGCCACTCCTTC   |

**Table S3. Neurological severity score test, related to STAR Methods**

| Task                                                 | Score |
|------------------------------------------------------|-------|
| Presence of mono- or hemiparesis                     | 1     |
| Inability to walk on a 3-cm-wide beam                | 1     |
| Inability to walk on a 2-cm-wide beam                | 1     |
| Inability to walk on a 1-cm-wide beam                | 1     |
| Inability to balance on a 0.7-cm-wide beam           | 1     |
| Inability to balance on a 0.5-cm-wide round stick    | 1     |
| Failure to exit a 30-cm-diameter circle in 2 minutes | 1     |
| Inability to walk straight                           | 1     |
| Loss of startle behavior                             | 1     |
| Loss of seeking behavior                             | 1     |
| The maximum total score                              | 10    |

How the deposited data were processed for this re-analysis (not part of the article)

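Cortical RNA of 3 *Lgmn*+/+-IR and 3 *Lgmn*-/--IR samples, collected on day 3 after 10 Gy, was analysed from the values deposited with the study. The authors filtered the reads with Trimmomatic 0.36 and mapped them with HISAT2 2.0, and the raw count of reads on each gene was deposited for each library without normalization. The authors computed expression values with StringTie 1.3.3b, and the FPKM was deposited for the same genes and libraries. The paper's text names neither the genome build nor the annotation. Of 51826 gene IDs, 51633 were found in GENCODE release M21 (GRCm38), which gave gene positions and classes. The groups follow the sample labels and the paper. Libraries of one genotype differ by a mean chi-square per gene of 29.3 to 105, so each library was counted as a sample of its own.

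Total counts ranged from 41874462 to 46829441, with a median of 42036853 in *Lgmn*+/+-IR and 44952610 in *Lgmn*-/--IR. At this depth a gene with 3 counts or fewer in all libraries of a genotype was treated as at the floor. A fold against such a group was computed against the floor and is a lower bound. Reads without molecular identifiers are not independent molecules, so the counting error covers only part of the error.

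Counts were analysed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr by genotype, quasi-likelihood F-test with genotype as the only factor, Benjamini-Hochberg adjustment), which left 18345 genes. A DEG has an adjusted p under 0.05 and an absolute log2 fold change over 1, the paper's thresholds. CPM are TMM-normalized counts, given as mean ± SD over 3 libraries. Standard errors come from the F statistic. Gene sets were tested with camera in limma 3.58.1 (a test across genes, with inter-gene correlation 0.01) on the signed square root of F, and with fgsea 1.28.0 on Reactome sets of 10 to 500 tested genes, which were matched through Entrez IDs found for 34713 genes. Lists of genes, of gene neighborhoods and of the H2 region were tested with Fisher's exact test, and the spacing of DEGs with 10000 random draws of as many tested genes. The sum of class I heavy chains was tested with an exact permutation test. Its genes were taken by symbol (H2-K, H2-D, H2-L, H2-Q, H2-T or H2-M, and not class II). This rule also matches *H2-Ke6*, which encodes no heavy chain, and it was kept as written.

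The genes named are *Lgmn*, the genes that the paper names for this experiment, the 5 DEGs with the largest change in each direction whose libraries do not overlap between genotypes, and members of lists of antigen presentation, class I, blood, microglia, inflammation, p53 and senescence genes. Other genes named in the closing observations were chosen after their values were seen. The replicate numbers come from the sample labels. Same-numbered samples are different animals, since their genotypes differ, so the number was left out of the main test and used as a block in an alternative.

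The tests were tried on simulated counts for 18345 genes, with 200 genes changed by known factors. The quasi-likelihood test called 83.5% of the changed genes, none with the wrong sign, and 10.7% of its calls were unchanged genes, which is more than the nominal rate of 5%. DESeq2 called 87% of the changed genes, and 16.3% of its calls were unchanged.

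The alternatives were DESeq2 1.42.0, limma-voom, limma on log2(FPKM + pseudocount) with pseudocounts of 1, 0.1 and 0.01, other normalizations and filters, the replicate number as a block, other distances, the omission of the H2 region and of each library in turn. Near-identical copies were found with BLAST 2.17.0+ (at least 95% identity over at least 80% of the transcript). The GO and KEGG term lists, RT-qPCR, metabolomics and behavior were not analysed here.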

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

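The tests of near-identical copies, of GC content and gene length, of the share of the highest genes and of the class I sum without *H2-D1* and *H2-T10*, with or without *H2-Ke6*, were chosen only after the results were seen.

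On chromosome 4, between 40 and 50 Mb, 19 of 154 genes tested were DEGs (12.3%), the largest number among 278 windows of 10 Mb. The paper shows genes of this region in Fig. 5A and Fig. S6 and does not discuss the region. Of the 19 genes, 18 lie between 41941572 and 42944752, 13 of the 19 are higher in *Lgmn*-/--IR mice and 6 are lower, and 15 belong to families of near-identical copies. *Fam205a2*, *Fam205a3* and *Fam205a4*, all shown in Fig. S6, have the same 5, 4 and 3 counts in the *Lgmn*+/+-IR libraries and log2 fold changes of 5.17, 5.48 and 5.45 in *Lgmn*-/--IR, as reads shared evenly between copies would give. Counts summed over the families of this region were looked at after the result was seen. When counts were summed over each family of near-identical copies in the genome, 8 of 51 families with a DEG were still called. In 31 of the 51 families the DEGs hold less than 50% of the counts, so that the sum is carried by other genes (0 were called). Among the other 20 families, 8 were called. This division was made after the 8 of 51 had been seen. In this region 3 of the 5 families with a DEG were still called, with 12 of its 15 DEGs in families, and 4 of its 19 DEGs have no such copy. The sum of *Fam205a1* to *Fam205a4* had a log2 fold change of 4.52 (adjusted p = 0.000290). Reads moved between listed copies would leave such a sum unchanged and so do not account for it. A difference between the genotypes in strain or in the number of gene copies was not tested for this region. *Phf24*, in no such family and chosen after its value was seen, had a log2 fold change of 2.21 (standard error 0.27, adjusted p = 0.00657 in edgeR, and 0.0461 under the block), with higher counts in each *Lgmn*-/--IR library than in any *Lgmn*+/+-IR library.

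Between 30 and 40 Mb on chromosome 17, 14 of 204 genes tested were DEGs, of which 12 lie in the H2 region. The paper names *H2-T23*, *H2-D1*, *Hspa1b* and *Gm7030* there and labels *BC023719* in Fig. 5A. Outside those it does not report *H2-T10* (log2 fold change 3.42), *H2-T-ps* (3.20) and *Hspa1a* (1.74), nor *Cd74* on chromosome 18 (1.57). Under the block *H2-T10* stayed a DEG and the others did not (adjusted p of 0.0754, 0.0619 and 0.0859). *H2-T-ps* and *H2-T10* overlap *Gm7030* and *BC023719*, so reads of overlapping genes may be split among them. If reads were only moved between class I genes, single genes would change in both directions while their sum moved little. Reads of alleles that differ from the reference could be lost in one genotype and not the other, and such a loss would change the sum as well. Single genes changed in both directions, the sum rose 1.89-fold, and the genes of the class I machinery had p = 0.0531 (camera, n = 15 genes, and p = 0.0485 for the 11 outside the H2 region). Without *H2-D1* and *H2-T10* the sum of the other 30 genes was 0.707-fold, and 0.803-fold without *H2-Ke6* as well. These tests do not settle whether alleles or shared reads make the difference. A candidate explanation is a difference in strain background between the genotypes, which would make DEGs sit in blocks. The paper lists both genotypes as BALB/c and assigned littermates to groups. It also states that wild type BALB/c mice were purchased and that the *Lgmn* line came from ES cells injected into BALB/c blastocysts, after which the line was crossed with wild type and Cre mice. Its text does not name the strain of the ES cells or the number of crosses to wild type mice. Of 376 DEGs with a position, 47.9% had another DEG within 1 Mb, against a median of 40.2% in random draws (one-sided permutation test, p = 0.0086), which fits the explanation. Neighboring copies of one gene would raise this share as well. With like-named neighbors merged, which took out only 8 genes, it was 45.7% (permutation test, p = 0.03). Without the genes in families of near-identical copies, a setting chosen after seeing the data, it was 45.9% of 292 DEGs against a median of 33.9% in random draws (permutation test, p = 0.0006). The files do not show which strain each allele comes from, so that strain background and an effect of AEP on the region cannot be told apart.

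The hemoglobin genes *Hbb-bs* and *Hbb-bt* and the erythroid gene *Alas2*, which the paper does not discuss, rose with *Hba-a1* and *Hba-a2*, by log2 fold changes of 6.69, 6.66 and 5.60. They were lowest of the *Lgmn*-/--IR libraries in replicate 3 (3051, 681 and 104 counts, against at least 23698, 7847 and 837 in the others), as were *Hba-a1* and *Hba-a2*. RNA from blood cells left in the tissue would raise these genes together in the same libraries, and the lowest of the 3 log2 fold changes was 5.60, so blood may be the source. Under the block none of the 3 passed (adjusted p of 0.0826, 0.110 and 0.0514). An effect of genotype on blood in the cortex cannot be told apart from a difference in perfusion or dissection.

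For the DEGs as a whole, counts thinned to the smallest library gave 384 DEGs, so library size is not the cause. All DEGs with a sequence (100%) kept a fold change past the threshold once the trend over GC content and length was removed, a trend of at most 0.034 and 0.188 log2 units. The 10 highest genes took at most 9.53% of the counts, in shares that overlap between genotypes. With counts summed over near-identical copies, 81.4% of 344 genes and families were still called. This share is mostly set by the 293 genes without a copy (272 still called), and of the 51 families 8 were still called, so DEGs with near-identical copies cannot be told apart from shared reads as a group. A search with the gene's own transcript found a near-identical copy for 19.4% of 376 DEGs and 5.4% of 2000 other genes (the families also take in DEGs found only by the search of another DEG), and 22.3% of the DEGs were pseudogenes against 4.7% of the other genes tested.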

How the results depend on the processing

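The alternatives were set before the data were examined, except limma-voom without a filter, limma without a trend, the summed copies and the omission of *H2-Ke6*, of *H2-D1* and *H2-T10*, of families of near-identical copies or of the genes of Fig. 5E, which were chosen after seeing the data.

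The numbers of higher and lower genes were 176 and 201. They were 279 and 314 with DESeq2, 83 and 92 with limma on log2(FPKM + 1), 106 and 122 with at least 10 counts in every library, 303 and 308 with the adjusted p alone, and 105 and 107 for protein-coding genes. With the replicate number as a block they were 74 and 65, and 138 of the 377 DEGs (36.6%) were shared. Across the 6 fits that each left out one library the higher genes ranged from 114 to 159 and the lower genes from 99 to 188. Other alternatives stayed within 1.5 times, and without a filter the lower genes were 148. Higher genes made up 46.7% of the DEGs, and between 43.0% and 53.5% in the alternatives. The cause of these differences was not tested, except that DESeq2 also called more unchanged genes in simulated data (16.3% of its calls, against 10.7%).

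The set of antigen presentation genes passed 0.05 under each alternative chosen beforehand (p from 6.18e-07 to 0.00414) and in the settings chosen after seeing the data (p up to 0.0109). Their number among the DEGs passed in all but one, the omission of the H2 region (Fisher's exact test, p = 0.128). The block was run only with the genes of Fig. 5E kept in the list. The excess of DEGs in the H2 region passed under all 16 alternatives, with 4 to 17 DEGs. As the region was chosen for genes of Fig. 5E, part of this excess was fixed beforehand. The share of DEGs near another DEG no longer passed with DESeq2 (56.6% against a random median of 53.1%, permutation test, p = 0.0648) or within 5 Mb (80.1% against 79.3%, p = 0.391). The p53 and senescence set (camera, n = 22 genes, p = 0.126) passed only with limma on log2(FPKM + 0.01) (p = 0.0385), lower in *Lgmn*-/--IR. Microglia and inflammation sets, the class I set of Reactome and the neighborhood of *Lgmn* did not pass under any alternative, and the class I sum stayed higher in *Lgmn*-/--IR in each (1.43-fold with FPKM summed), in a design that cannot pass, except that without *H2-D1* and *H2-T10*, chosen after seeing the data, its log2 fold change of 0.92 reversed to −0.50, and to −0.32 without *H2-Ke6* as well.

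Of 50 named genes, 27 kept their direction and stayed a DEG, or stayed none, throughout. Another 17 were no longer DEGs under at least one alternative, and 4 (*B2m*, *Btg2*, *H2-T22* and *H2-Q7*) became DEGs under one or more. Of the 27, *Lgmn*, *Calr*, *Pdia3*, *Trp53inp1*, *Serpina3n*, *Hspa5* and *Hspa2* never were DEGs, and their adjusted p rose from under 0.05 to as much as 0.125, 0.150, 0.158, 0.164, 0.127, 0.0903 and 0.116. The sign of 2 genes reversed. *H2-K1* (0.03) was −0.12 with limma-voom, −0.0914, −0.14 and −0.14 with limma on log2(FPKM + 1), (FPKM + 0.1) and (FPKM + 0.01), and −0.12 with the replicate block, and ranged from −0.40 to 0.38 with one library left out. *Cdkn1a* (0.02) was −0.0029 with upper quartile normalization, −0.0414, −0.0424 and −0.0425 with limma on the same 3 values, and ranged from −0.0403 to 0.0851 with one library left out. The values of 0.03 and 0.02 are smaller than their standard errors of 0.38 and 0.11. With upper quartile normalization the median of all genes moved from −0.012 to −0.035, as far as *Cdkn1a* did. With limma on log2(FPKM + 1), (FPKM + 0.1) and (FPKM + 0.01) that median was −0.036, −0.055 and −0.073, a move in the same direction and, with the last, of nearly the same size. The cause of the other reversals was not tested.

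Same-numbered libraries had a mean correlation of −0.109 in their deviations (−0.252, −0.046 and −0.028). In simulated data without pairs the block called 82% of the changed genes, against 83.5% without it. In the real data the block gave far fewer DEGs, so the simulation does not show how much power the block costs here. The block also leaves fewer degrees of freedom for estimating the error. A gene lost under the block is therefore not shown to be unchanged. Why the block gave fewer DEGs here was not tested. Depth limits the genes with few counts. *Raet1e*, *Gm7030*, *Cdkn2a*, *Il6*, *Tnf*, *Ccl2* and *Ccr2* were below the filter. Genes removed by the filter on 10 counts have no value there.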

Differences from the paper's values

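The paper's 211 higher and 224 lower DEGs compare with 176 and 201. No setting gave exactly the paper's numbers.

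For 2 genes labelled in Fig. 5A the log2 fold change is further from the reading than 1 standard error. The error of the reading is not counted, so a difference is not established. *Gm13370* is at about −6.6 in Fig. 5A, read from the image, and was −6.75 (standard error 0.13). The gap was within the error with DESeq2, limma-voom, limma on log2(FPKM + 0.1), the replicate block and the omission of *Lgmn*+/+-IR replicates 1 or 2 or *Lgmn*-/--IR replicates 1 or 2, and not with the other alternatives set before the data were examined. *Gm10163* is at about −6.2 in Fig. 5A, where its point overlaps that of *Gm10240*, and was −6.38 (standard error 0.14). The gap was within the error with DESeq2, limma-voom, limma on log2(FPKM + 0.1) and the omission of the same 4 libraries, and not with the others.

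The paper lists *Raet1e* and *Gm7030* among its DEGs (Fig. 5E). Neither passed the filter on low counts. *Raet1e* was not called in any setting that tests it (adjusted p from 0.0707 to 0.232). *Gm7030* was called only by limma without a trend on log2(FPKM + 0.01) (adjusted p = 0.0278), which was chosen after seeing the values, and its adjusted p was 0.0534 to 0.239 in the others. The paper's Discussion names *Gm70770* as higher, a symbol that the deposited tables do not list. The paper's heatmap in Fig. S6 shows *Gm16487*, *Vmn2r-ps159* and *Cd300ld5* as lower, which were below the filter. With limma on log2(FPKM + 0.01), set before the data were examined, *Vmn2r-ps159* and *Cd300ld5* were called (adjusted p = 0.0296 and 0.0144). Among the settings chosen after seeing the values, limma-voom without a filter called all 3, and limma without a trend called *Vmn2r-ps159* and *Cd300ld5*. Without a filter, edgeR called none of the 3 (adjusted p from 0.0673 to 0.103).

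The paper reports the antigen processing and presentation pathway in GSEA. The class I set of Reactome, a different set, did not pass (adjusted p = 0.921), while the list of antigen presentation genes passed with camera.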

Other observations

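The comparisons with other splits for gene sets and regions, and the test without the H2 region, the genes of Fig. 5E and *Lgmn*, were chosen only after the results were seen.

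Since 3 libraries against 3 make only 10 splits, no share under 0.1 can arise and the counts below cannot rule out an arbitrary grouping. The genotypes share replicate numbers, so the real split was compared with the splits that part all 3 same-numbered pairs, 4 with the real one, while the other 6 part 1 pair. The real split alone (1 of 4) gave as many higher genes, and 1 of 4 as many lower genes. Other splits gave at most 34 genes in one direction when they part 3 pairs and at most 5 when they part 1. The result was as large in 1 of 4 splits for the antigen presentation set, for its genes among the DEGs, for DEGs near another DEG, near *Lgmn* and in the H2 region. It was as large in 2 of 4 for the class I set of Reactome and for p53 and senescence genes, and in 3 of 4 for microglia and for inflammation genes. Other splits also gave the antigen presentation set a camera p under 0.05, of 0.0138 (parting 3 pairs) and 0.0315 (parting 1). In the real split it was 2.0e-05. For the class I machinery genes other splits gave a smaller camera p than the real 0.0531, of 0.0116 (parting 3 pairs) and 0.00568 (parting 1).

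A region carried along with the targeted allele would place DEGs near *Lgmn*. Within 10 Mb, 1 of 156 genes tested was a DEG (0.64% against 2.07% elsewhere, two-sided Fisher's exact test, p = 0.3846). Over 18 alternatives, which include other distances, there were between 0 and 4 DEGs, and at most 3 within 10 Mb. Within 20 Mb, 4 of 294 genes tested were DEGs (1.36%, two-sided Fisher's exact test, p = 0.534). DEGs were not in excess at either distance. The 10 Mb limit leaves out the DEGs *Ighg2c* (from 113285325) and *Ighm* (from 113418558, log2 fold change 1.68, adjusted p = 0.0195, and 0.0981 under the block) on the same chromosome.

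If genes of the H2 region alone made the antigen presentation genes stand apart, the set would no longer do so without them. It did (camera, n = 31 genes, p = 0.00414, median log2 fold change of 0.09), although the number of DEGs among these genes no longer passed. Without the genes of Fig. 5E and *Lgmn* as well, a setting chosen after seeing the data, p was 0.0109 in camera for 29 genes. Several of these genes are chaperones. Reactome sets were tested with fgsea on the ranking of all genes, the H2 region included. There the sets for the attenuation phase of the heat shock response (normalized enrichment score 2.00, adjusted p = 0.207), the regulation of the HSF1-mediated response (1.69, adjusted p = 0.547), HSF1-dependent transactivation (1.75, adjusted p = 0.807) and the cellular response to heat stress (1.52, adjusted p = 0.807) were higher in *Lgmn*-/--IR. Each had an unadjusted p under 0.05 that the class I set did not reach, as did 33 of the 842 sets in all. None passed after adjustment, and the set for mRNA splicing had a lower p (1.85, adjusted p = 0.0784). These sets therefore do not decide between a general rise of chaperones and one of antigen presentation. The chaperone genes *Hspa5* (0.87, adjusted p = 0.0225, and 0.0342 under the block) and *Hspa2* (0.67, adjusted p = 0.0357, and 0.0981 under the block) were higher in each *Lgmn*-/--IR library, below the threshold on the fold. *Calr* (0.73, adjusted p = 0.0356) and *Pdia3* (0.61, adjusted p = 0.0403), which load class I molecules and lie on other chromosomes, were higher in each *Lgmn*-/--IR library than in any *Lgmn*+/+-IR library, below the threshold on the fold. Neither passed under the block (adjusted p of 0.121 and 0.114). 

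In 57 of the 377 DEGs one genotype had at most 3 counts in every library. Among microglia genes, *Spp1* had a log2 fold change of 1.37 (adjusted p = 0.00563, and 0.0536 under the block), and *Csf1r* was −0.40 (adjusted p = 0.0731). The immunoglobulin gene *Ighg2c*, which the paper shows in Fig. S6, had 4, 6 and 4 counts in *Lgmn*+/+-IR and 169, 231 and 303 in *Lgmn*-/--IR (log2 fold change 5.57, adjusted p = 0.000365, and 0.00651 under the block).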
